# Lola regulates *Drosophila* adult midgut homeostasis via non-canonical hippo signaling

**DOI:** 10.7554/eLife.47542

**Published:** 2020-01-14

**Authors:** Xue Hao, Shimin Wang, Yi Lu, Wentao Yu, Pengyue Li, Dan Jiang, Tong Guo, Mengjie Li, Jinhui Li, Jinjin Xu, Wenqing Wu, Margaret S Ho, Lei Zhang

**Keywords:** *drosophila* adult midgut, Hippo signaling, Lola, ISC proliferation, tissue homeostasis, Warts, *D. melanogaster*

## Abstract

Tissue homeostasis and regeneration in the *Drosophila* midgut is regulated by a diverse array of signaling pathways including the Hippo pathway. Hippo signaling restricts intestinal stem cell (ISC) proliferation by sequestering the transcription co-factor Yorkie (Yki) in the cytoplasm, a factor required for rapid ISC proliferation under injury-induced regeneration. Nonetheless, the mechanism of Hippo-mediated midgut homeostasis and whether canonical Hippo signaling is involved in ISC basal proliferation are less characterized. Here we identify Lola as a transcription factor acting downstream of Hippo signaling to restrict ISC proliferation in a Yki-independent manner. Not only that Lola interacts with and is stabilized by the Hippo signaling core kinase Warts (Wts), Lola rescues the enhanced ISC proliferation upon Wts depletion via suppressing *Dref* and *SkpA* expressions. Our findings reveal that Lola is a non-canonical Hippo signaling component in regulating midgut homeostasis, providing insights on the mechanism of tissue maintenance and intestinal function.

## Introduction

Maintenance of tissue homeostasis, as in the intestinal epithelium, is under complex regulation so to achieve a dynamic balance in terms of the rate for cell turnover (Guo et al., 2016). Uncontrolled tissue regeneration leads to intestinal malignancies such as colorectal cancer (Terzić et al., 2010), whereas a steady and homeostatic condition is preferable to maintain the integrity of the intestinal tissue for its normal function such as food digestion and nutrient absorption (Casali and Batlle, 2009; Guo et al., 2016). The *Drosophila* adult midgut, functionally equivalent to the mammalian small intestine, consists of a single epithelial layer where mature cell types differentiate apical-basally from the intestinal stem cells (ISCs) scattered along the basal side (Jiang et al., 2016). ISCs undergo asymmetric divisions that give rise to a renewable ISC and a non-dividing immature enteroblast (EB), which further differentiates into either an absorptive enterocyte (EC) or a secretory enteroendocrine (ee) cell (Micchelli and Perrimon, 2006; Ohlstein and Spradling, 2006). Previous studies have shown that both ISCs and EBs, commonly referred as midgut precursors, express the Snail/Slug family transcription factor *escargot* (Micchelli and Perrimon, 2006). Whereas ISCs are marked by the Notch (N) ligand Delta (Dl) (Ohlstein and Spradling, 2007), EBs can be labeled by a reporter of N signaling, *Su(H)Gbe-lacZ* (*Su(H)-Z*), due to the activation by neighboring ISCs (Micchelli and Perrimon, 2006; Ohlstein and Spradling, 2006). Terminally differentiated ECs, labeled by the class II POU domain transcription factor Pdm1 or Brush Border Myosin (MyoIA), acquire their large size and polyploid nuclei via endoreplication (Jiang et al., 2009; Lee et al., 2009). On the other hand, ee cells with small nuclei are specifically stained by Prospero (Pros) (Micchelli and Perrimon, 2006; Ohlstein and Spradling, 2006; Singh et al., 2012). These differential patterns in gene expression allow the identification of distinct cell types in the midgut, and provides strategic means to analyze the features and properties of adult stem cells.

Midgut homeostasis is maintained via a basal level of ISC turnover to replace the cells loss during normal gut function (Antonello et al., 2015; Jiang et al., 2011). Upon stress or injury, however, ISCs undergo rapid proliferation in order to replenish enough cells in a limited time for regeneration (Amcheslavsky et al., 2009; Buchon et al., 2010; Buchon et al., 2009b). These processes are regulated by a number of signaling pathways such as N (Ohlstein and Spradling, 2007), Wingless (Lin et al., 2008), JAK-STAT (Beebe et al., 2010; Jiang et al., 2009) and EGFR (Buchon et al., 2010; Jiang et al., 2011). Particularly, Hippo signaling has been shown to play pivotal roles in both *Drosophila* midgut homeostasis and regeneration via cell-autonomous and non-cell-autonomous mechanisms (Karpowicz et al., 2010; Ren et al., 2010; Shaw et al., 2010; Staley and Irvine, 2010). As an evolutionarily conserved pathway, Hippo signaling controls organ size by balancing cell proliferation and death (Yin and Zhang, 2011). The pathway consists of a core kinase cascade in which Hippo (Hpo) kinase phosphorylates and activates Warts (Wts) kinase via interaction with the scaffold protein Salvador (Sav). Subsequently, Wts interacts with Mob as tumor suppressor (Mats) to trigger phosphorylation of the transcription coactivator Yorkie (Yki), blocking its translocation to form a complex with the transcription factor Scalloped (Sd) in the nucleus, thus inhibiting downstream signal transduction (Goulev et al., 2008; Harvey et al., 2003; Huang et al., 2005; Justice et al., 1995; Oh and Irvine, 2008; Pantalacci et al., 2003; Udan et al., 2003; Wu et al., 2003; Xu et al., 1995). Despite that Hippo signaling mainly transduces via triggering Wts phosphorylation (Udan et al., 2003; Wu et al., 2003), previous studies indicate that some upstream components regulate the Hippo signaling activity by controlling Wts protein levels. The atypical cadherin Fat (Ft) (Cho et al., 2006), the atypical myosin Dachs (D) together with the LIM domain protein Zyxin (Zyx) (Rauskolb et al., 2011), and the tumor suppressor gene Scribble (Scrib) (Verghese et al., 2012) function as Hippo components via regulating Wts protein stability. During midgut homeostasis, Hippo signaling restricts ISC proliferation by sequestering Yki in the cytoplasm, thereby deactivating downstream signaling. Inactivation of Hpo or Wts leads to enhanced ISC proliferation, same as *yki* overexpression which activates EGFR and JAK-STAT pathways (in ECs, non-cell-autonomously) or promotes expression of target genes such as *bantam* microRNA (in ISCs, cell-autonomously) (Houtz et al., 2017; Huang et al., 2014; Nolo et al., 2006; Ren et al., 2010; Shaw et al., 2010; Staley and Irvine, 2010; Thompson and Cohen, 2006). In addition, the Yki-Sd complex is considered as the major mediator for injury-induced midgut regeneration, as loss of Yki in either ISCs or ECs blocks DSS- or infection-stimulated ISC proliferation, respectively (Cai et al., 2010; Karpowicz et al., 2010; Ren et al., 2010). Despite abundant evidence underlying the significance of Hippo signaling during midgut homeostasis and regeneration, neither Yki nor Sd depletion causes defects in ISC basal proliferation, raising the controversies whether the Yki-Sd complex truly executes downstream Hippo signaling during midgut homeostasis as it does in regeneration. *longitudinals lacking* (*lola*) is a transcription factor implicated in axon growth and guidance (Crowner et al., 2002; Giniger et al., 1994), ovary cell apoptosis (Bass et al., 2007), germline/neuron stem cell differentiation and maintenance (Davies et al., 2013; Silva et al., 2016; Southall et al., 2014) and wing margin development (Bass et al., 2007; Krupp et al., 2005). It also cooperates with Dl to induce the formation of metastatic tumors and regulates cell fate in *Drosophila* eye by antagonizing N signaling (Ferres-Marco et al., 2006; Zheng and Carthew, 2008). Despite the presence of more than 20 alternatively-spliced isoforms, the protein product of *lola* contains a N-terminal BTB or POZ domain and one or two C-terminal zinc finger motifs, indicating that Lola is a Cullin-3 (Cul3)-based substrate adaptor that also binds DNA (Furukawa et al., 2003; Geyer et al., 2003; Goeke et al., 2003; Horiuchi et al., 2003; Ohsako et al., 2003; Pintard et al., 2004). In the present study, we identify Lola as a transcription factor acting downstream of Hippo signaling to restrict ISC proliferation and regulate midgut homeostasis. Our results show that the Hippo signaling pathway component Wts physically interacts with Lola and regulates its stability. Whereas reduced *yki* expression does not rescue the enhanced ISC proliferation induced by Wts depletion, Lola genetically interacts with Wts and exhibits a suppression effect on the overgrowth. Wts-mediated Lola stability provides a means for Hippo signaling to regulate midgut homeostasis in a manner independent of the canonical Yki-Sd complex. Furthermore, Lola restricts ISC proliferation by suppressing downstream *Dref* and *SkpA* expression levels. Taken together, our findings reveal that Lola is a novel signaling effector in regulating ISC basal proliferation and midgut homeostasis via its transcriptional activity and interaction with a central Hippo signaling component.

## Results

### Yki is dispensable for Wts-mediated ISC proliferation in *Drosophila* midgut

Given the importance of Hippo signaling in regulating *Drosophila* adult midgut homeostasis, it is rather surprising that lacking the Hippo effector Yki leads to no defects in ISC basal proliferation (Karpowicz et al., 2010; Ren et al., 2010; Shaw et al., 2010; Staley and Irvine, 2010). To first confirm if Hippo signaling regulates midgut homeostasis via the Yki-Sd canonical signaling, *escargot-Gal4* (*esg-Gal4*) that drives gene expression in ISCs and EBs was employed in combination with a temperature-sensitive Gal4 repressor *tub-Gal80^ts^* to restrict the time of expression (*esg^ts^*) (Micchelli and Perrimon, 2006). As shown in Figure 1A–A’, ISCs and EBs were labeled with *esg^ts^*-driven GFP expression (esg-GFP). Expression of *wts* RNAi (*esg^ts^ > wts* RNAi) resulted in an increase in the number of GFP^+^ cells in the posterior part of the midgut, indicating that reduced *wts* expression leads to an expansion of the precursor cell population (Figure 1B–B’ and Figure 1—figure supplement 1A). Consistent with previous results, reduced *yki* expression (*esg^ts^ > yki* RNAi) does not lead to obvious difference in the number of GFP^+^ cells, suggesting that Yki is not required for overall midgut homeostasis (Figure 1C–C’). Immunostaining with antibodies against phospho-Histone 3 (p-H3) that marks mitotic cells derived from ISCs indicated an obvious increase in p-H3^+^ cell number when downregulating *wts* expression in ISCs and EBs (*esg^ts^ > wts* RNAi, Figure 1E), suggesting that the expansion in the precursor cell population in Figure 1B is due to enhanced ISC proliferation. Unexpectedly, co-expression of *yki* and *wts* RNAi suppressed neither the growth of precursor cell population nor the enhanced proliferation induced by *wts* RNAi, suggesting that Wts mediates ISC proliferation independently of Yki (Figure 1D–E and Figure 1—figure supplement 1A–F).

**Figure 1.**
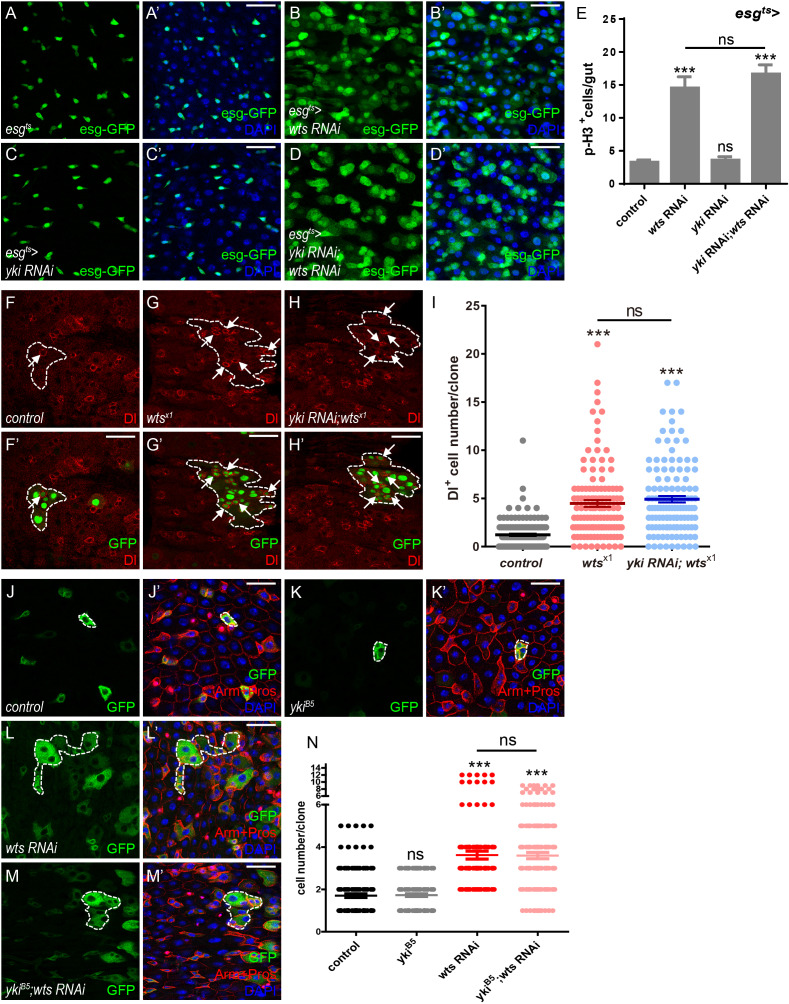
Yki is dispensable for Wts-mediated ISC proliferation in *Drosophila* midgut. (**A–D’**) Representative images of *Drosophila* adult midguts of *esg-Gal4; tubGal80^ts^* (*esg^ts^*) (**A–A’**), *esg^ts^ >wts* RNAi (**B–B’**), *esg^ts^ >yki* RNAi (**C–C’**), and *esg^ts^ >yki* RNAi; *wts* RNAi (**D–D’**). Midguts were dissected and immunostained with DAPI (nuclei, blue). ISCs and EBs are marked with esg-GFP (green). Merged images are shown in A’, B’, C’, and D’ (green and blue). (**E**) Quantifications of the p-H3^+^ cell number in adult midguts with the indicated genotypes in A-D (n = 20, 21, 22, 16). Note a significant increase in the p-H3^+^ cell number when *wts* RNAi is expressed (***p<0.001). Co-expression of *yki* and *wts* RNAi does not suppress the increase (ns p>0.05). (**F–H’**) Representative images of *Drosophila* adult midguts containing GFP positive MARCM clones of control (**F–F’**), *wts^x1^* (**G–G’**) and *wts^x1^* in the presence of *yki* RNAi (**H–H’**). Midguts were dissected and immunostained with antibodies against Dl (red) 4 days after clone induction. Areas enclosed by the dashed lines indicate clone regions. White arrows indicate ISCs marked by Dl. Merged images are shown in F’, G’ and H’ (green and red). (**I**) Quantifications of the Dl^+^ cell number per clone in adult midguts from the indicated genotypes in F-H. Average of 124–152 clones from 10 midguts for each genotype were quantified. (**J–M’**) Representative images of *Drosophila* adult midguts containing GFP positive MARCM clones of control (**J–J’**), *yki^B5^* (**K–K’**), *wts* RNAi (**L–L’**), and *yki^B5^* in the presence of *wts* RNAi (**M–M’**). Midguts were dissected 2 days after clone induction and immunostained with antibodies against Arm and Pros (red) and DAPI (nuclei, blue). Areas enclosed by the dashed lines indicate respective clone size. Merged images are shown in J’, K’, L’, and M’ (green, blue, and red). (**N**) Quantifications of the cell number per clone in adult midguts from the indicated genotypes in H-K. Note that *yki^B5^* does not restore the large clone size induced by *wts* RNAi expression (red). Average of 122–176 clones from 10 midguts for each genotype were quantified. Scale bars: 30 μm. Data are shown as mean ± SEM. P-values of significance (indicated with asterisks, ns no significance p>0.05, *p<0.05, **p<0.01, and ***p<0.001) are calculated by Student’s T-test. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown. Figure 1—source data 1.Source data for Figure 1E, Figure 1I, Figure 1N, Figure 1—figure supplement 1F, Figure 1—figure supplement 1K, and Figure 1—figure supplement 1P.

**Figure 1—figure supplement 1.**
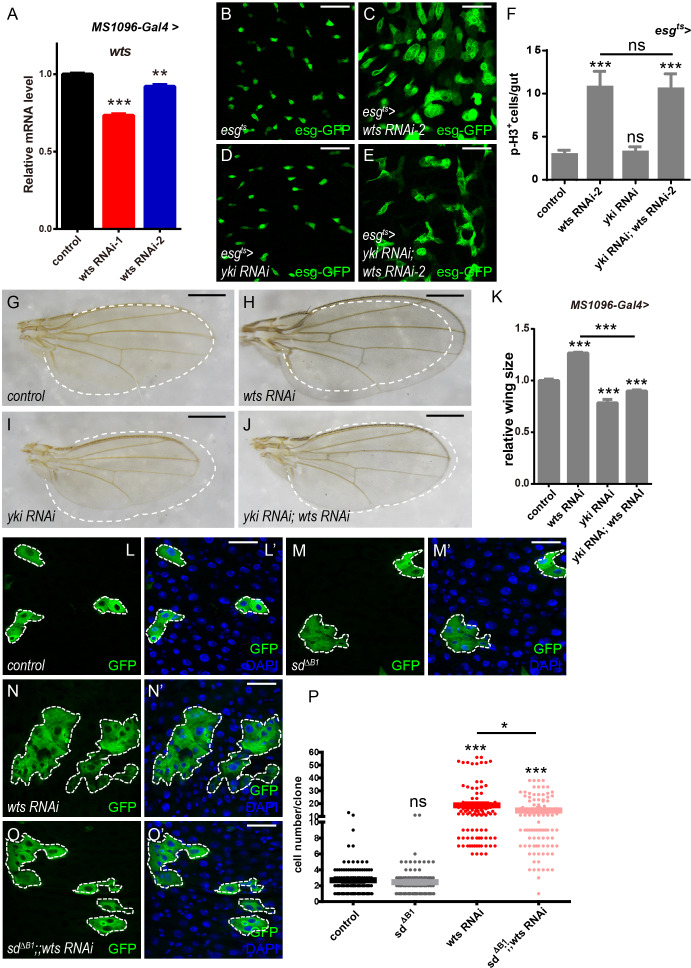
Yki is dispensable for Wts-mediated ISC proliferation in *Drosophila* midgut (A)Relative *wts* mRNA levels were analyzed by real-time PCR. Total RNAs were collected from wing discs of *MS1096-Gal4* (black bar), *MS1096-Gal4 > wts* RNAi-1 (red bar), and *MS1096-Gal4 > wts* RNAi-2 (blue bar). Note a significant decrease in the mRNA levels when *wts* RNAi is expressed (**p<0.01 and ***p<0.001). (**B-E**) Representative images of *Drosophila* adult midguts of *esg-Gal4; tubGal80^ts^* (*esg^ts^*) (**B**), *esg^ts^ >wts* RNAi-2 (**C**), *esg^ts^ >yki* RNAi (**D**), and *esg^ts^ >yki* RNAi; *wts* RNAi-2 (**E**). ISCs and EBs are marked with esg-GFP (green). (**F**) Quantifications of the p-H3^+^ cell number in adult midguts from the indicated genotypes in B-E (n = 14, 13, 14, 12). Note a significant increase in the p-H3^+^ cell number when *wts* RNAi-2 is expressed (*p<0.05). (**G-J**) Representative images of female wings from flies of control (G), *MS1096-Gal4 > wts* RNAi (**H**), *MS1096-Gal4 > yki* RNAi (**I**), and *MS1096-Gal4 > yki* RNAi*; wts* RNAi (**J**). Control wing size is marked by a white dashed line for comparison (**G-J**). (**K**) Quantifications of relative wing sizes (normalized to the control wing size) from flies with the indicated genotypes in G-J (n = 16, 22, 10, 11). Wing sizes were quantified using ImageJ software by measuring the area of wings. Note a significant increase in the wing size when *wts* RNAi is expressed (***p<0.001). Co-expression of *yki* and *wts* RNAi rescues the increase (***p<0.001). (**L-O’**) Representative images of adult midguts containing GFP positive MARCM clones of control (**L-L’**), *sd^∆B1^* (**M-M’**), *wts* RNAi (**N-N’**), and *sd^∆B1^* in the presence of *wts* RNAi (**O-O’**). Midguts were dissected 4 days after clone induction and immunostained with DAPI (blue). Areas enclosed by the dashed lines indicate respective clone size. Merged images are shown in L’, M’, N’, and O’ (green and blue). (**P**) Quantifications of the cell number per clone in adult midguts from the indicated genotypes in L-O. Note that *sd^∆B1^* partially suppresses the large clone size induced by *wts* RNAi (*p<0.05). Average 90–110 clones from 10 midguts were quantified for each genotype. Scale bars: 30 μm in B-E, L’-O’; 500 μm in G-J. Data are shown as mean ± SEM. P-values of significance (indicated with asterisks, ns no significance p>0.05, *p<0.05, **p<0.01, and ***p<0.001) are calculated by Student’s T-test. At least 10 midguts or female wings were dissected for each genotype. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown.

Next, GFP^+^ clones of *wts* mutant allele *wts^x1^* were generated using the mosaic analysis with a repressible cell marker (MARCM) system (Lee and Luo, 2001). Interestingly, the number of Dl-labeled ISCs was increased in *wts^x1^* clones, indicating that ISCs are over proliferative (Figure 1F–G’ and I). Consistent to our *wts* RNAi results, simultaneous expression of *yki* RNAi in these clones did not restore the elevated Dl^+^ cell number (Figure 1H–I), suggesting that the reduced *yki* expression does not block *wts^x1^*-induced ISC proliferation. These results are inconsistent with previous findings that Yki works downstream of Wts and regulates the output of canonical Hippo signaling, raising concerns whether different mechanisms exist between gut and other tissues, or the *yki* RNAi line is not efficient enough in downregulating *yki* expression.

To address the inconsistency, we first sought to determine if Wts and Yki work in a tissue-specific manner. Using *Drosophila* wing as a model, expression of *wts* RNAi by *MS1096-Gal4* resulted in larger wing size, a phenotype rescued by *yki* RNAi co-expression. These results suggest that Yki functions together with Wts in controlling the wing size, a mechanism that differs from gut homeostasis (Figure 1—figure supplement 1G–K). These results are consistent with previous findings and indicate that *yki* RNAi is effective in downregulating *yki* expression. To further support our hypothesis, a separate MARCM clone approach independent of *yki* RNAi was employed using *yki* or *sd* mutant allele *yki^B5^* or *sd ^∆B1^*. Clones were induced in parallel in adult flies raised at 25 °C for 2 or 4 days after induction. Clone sizes were compared by measuring the number of GFP^+^ cells per clone. Under this condition, we found that clones expressing *wts* RNAi were bigger than the control, and the size was not or only slightly affected by the presence of *yki^B5^* or *sd ^∆B1^*, respectively (Figure 1J–N and Figure 1—figure supplement 1L–P). Taken together, these results indicate a non-canonical mechanism regulating midgut homeostasis by Hippo signaling. The regulatory mechanism depends on Wts function, yet is independent of the Yki-Sd transcriptional complex in *Drosophila* midgut.

### Lola is required for ISC proliferation and midgut homeostasis

Based on our results, we propose that Wts-mediated Hippo signaling regulates midgut homeostasis independently of Yki. To identify factors that might act downstream of Wts in mediating midgut homeostasis, a genetic screen using *esg^ts^* to drive RNAi expression in precursors was conducted. Interestingly, expression of two independent RNAi lines VDRC12574 (Figure 2) and NIG12052 R-1 (Figure 2—figure supplement 1), both target and abolish *lola* expression (Figure 2—figure supplement 1A), resulted in an increased number of GFP^+^ and p-H3^+^ cells in the posterior midgut (Figure 2A–C and Figure 2—figure supplement 1B–D). Moreover, the p-H3^+^ cells were dually labeled with Dl, suggesting that these cells are proliferative ISCs (Figure 2A–C). These results indicate that reducing *lola* expression in gut precursor cells promotes ISC proliferation. In addition, MARCM *lola^5D2^* (a hypomorphic allele) mutant clones were bigger in size compared to the control (Figure 2D–E’’’), indicating a growth advantage due to ISC hyperproliferation when *lola* expression is reduced. As shown in Figure 2E–E’’’, these *lola^5D2^* mutant clones contained Pdm1^+^ ECs and Pros^+^ ee cells, suggesting that Lola activity is not required for ISC differentiation.

**Figure 2.**
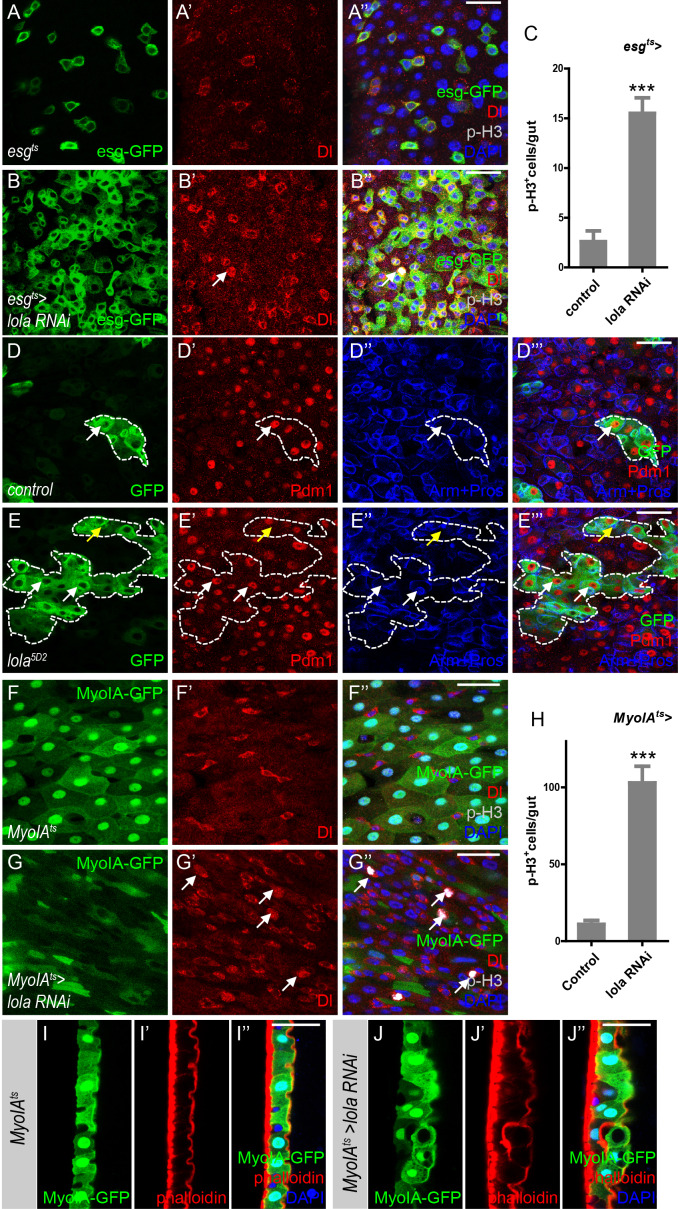
Lola is required for ISC proliferation and midgut homeostasis. (**A–B’’**) Representative images of *Drosophila* adult midguts of *esg^ts^* (**A–A’**) and *esg^ts^ >lola* RNAi (**B–B’’**). Midguts were dissected and immunostained with antibodies against Dl (red), p-H3 (gray), and DAPI (nuclei, blue). ISCs and EBs are marked with esg-GFP (green). White arrows indicate proliferative ISCs marked by Dl and p-H3 (**B’ and B’’**). Merged images are shown in A’’ and B’’ (green, red, gray, and blue). (**C**) Quantifications of the p-H3^+^ cell number in adult midguts with the indicated genotypes in A and B (n = 9, 10). Note a significant increase in the p-H3^+^ cell number when *lola* RNAi is expressed (***p<0.001). (**D–E’’’**) Representative images of *Drosophila* adult midguts containing GFP positive MARCM clones of control (**D–D’’’**) and the hypomorphic allele *lola^5D2^* (**E–E’’’**). Midguts were dissected 4 days after clone induction and immunostained with antibodies against Arm and Pros (blue) and Pdm1 (red). Areas enclosed by the dashed lines indicate respective clone size. White arrows indicate Pdm1^+^ ECs, and yellow arrows indicate Pros^+^ ee cells. Merged images are shown in D’’’ and E’’’ (green, red, and blue). (**F–G’’**) Representative images of *Drosophila* adult midguts of *MyoIA-Gal4; tubGal80^ts^* (*MyoIA^ts^*) (**F–F’’**) and *MyoIA^ts^ > lola* RNAi (**G–G’’**). Midguts were dissected and immunostained with antibodies against Dl (red), p-H3 (gray), and DAPI (blue). ECs are marked with MyoIA-GFP (green). White arrows indicate proliferative ISCs marked by Dl and p-H3 (**G’ and G’’**). Merged images are shown in F’’ and G’’ (green, red, gray, and blue). (**H**) Quantifications of the p-H3^+^ cell number in adult midguts from the indicated genotypes in F and G (n = 10, 10). Note a significant increase in the p-H3^+^ cell number when *lola* RNAi is expressed (***p<0.001). (**I–J’’**) Representative images of cross section of *Drosophila* adult midguts from *MyoIA^ts^* (**I–I’’**) and *MyoIA^ts^ > lola* RNAi (**J–J’’**) immunostained with antibodies against phalloidin (red) and DAPI (blue). Merged images are shown in I’’ and J’’ (green, red, and blue). Scale bars: 30 μm in A’’, B’’, D’’’, E’’’; 25 μm in F’’, G’’, I’’, J’’. Data are shown as mean ± SEM. ***p<0.001 by Student’s T-test. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized except in I-J’’. Single layer image is shown. Figure 2—source data 1.Source data for Figure 2C, Figure 2H, Figure 2—figure supplement 1D, and Figure 2—figure supplement 1G.

**Figure 2—figure supplement 1.**
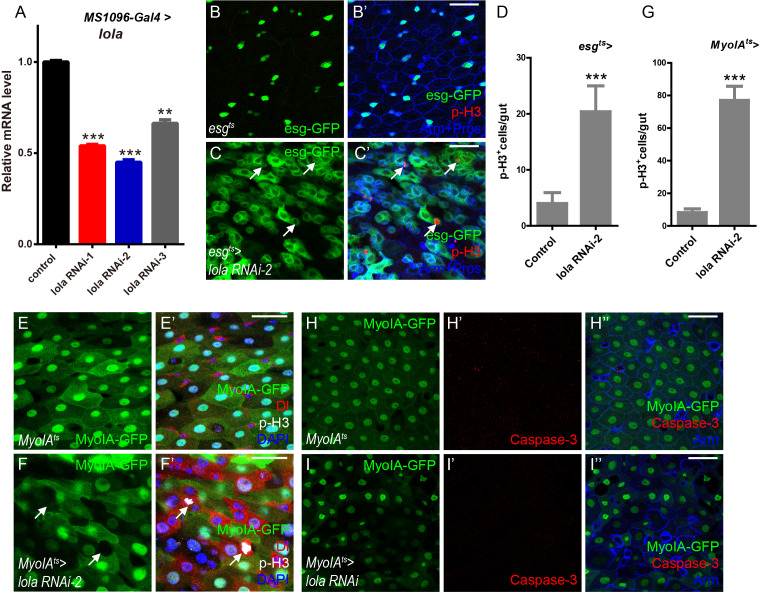
Lola is required for ISC proliferation and midgut homeostasis (A)Relative *lola* mRNA levels were analyzed by real-time PCR. Total RNAs were collected from wing discs of *MS1096-Gal4* (black bar), *MS1096-Gal4 > lola* RNAi-1 (red bar), *MS1096-Gal4 > lola* RNAi-2 (blue bar), and *MS1096-Gal4 > lola* RNAi-3 (gray bar). Note a significant decrease in the mRNA levels when *lola* RNAi is expressed (**p<0.01 and ***p<0.001). (**B-C’**) Representative images of adult midguts of *esg^ts^* (**B-B’**) and *esg^ts^ >lola* RNAi-2 (**C-C’**). Midguts were immunostained with p-H3 (red) and Arm and Pros (blue). ISCs and EBs are marked with esg-GFP (green). White arrows indicate cells marked by p-H3. Merged images are shown in B’ and C’ (green, red, and blue). (**D**) Quantification of the p-H3^+^ cell number in adult midguts from the indicated genotypes in B and C (n = 5, 5). Note a significant increase in the p-H3^+^ cell number when *lola* RNAi-2 is expressed (***p<0.001). (E-F’) Representative images of adult midguts of *MyoIA-Gal4; tubGal80^ts^* (*MyoIA^ts^*) (**E-E’**) and *MyoIA^ts^ > lola* RNAi-2 (**F-F’**). Midguts were immunostained with Dl (red), p-H3 (gray), and DAPI (nuclei, blue). ECs are marked with MyoIA-GFP (green). White arrows indicate proliferative ISCs marked by Dl and p-H3. Merged images are shown in E’ and F’ (green, red, gray, and blue). ECs were marked by *MyoIA-Gal4* driven GFP expression. (**G**) Quantification of the p-H3^+^ cell number in adult midguts from the indicated genotypes in E and F (n = 5, 5). Note a significant increase in the p-H3^+^ cell number when *lola* RNAi-2 is expressed (***p<0.001). (**H-I’’**) Representative images of adult midguts of *MyoIA-Gal4; tubGal80^ts^* (*MyoIA^ts^*) (H-H’’) and *MyoIA^ts^ > lola* RNAi (**I-I’’**) immunostained with Caspase-3 (red), and Arm (blue). Merged images are shown in H’’ and I’’ (green, red, and blue). Scale bars: 30 μm in B’, C’, H’’, I’’; 25 μm in E’, F’. Data are shown as mean ± SEM. **p<0.01 and ***p<0.001 by Student’s T-test. At least 10 midguts were dissected for each genotype. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown.

In addition to the cell-autonomous role of Lola in precursor cells, we assess the possibility that Lola functions non-cell-autonomously by expressing *lola* RNAi in ECs. *MyoIA^ts^* is a driver combining *tub-Gal80^ts^* and *Myo IA-Gal4*, an enhancer trap inserted in the gut specific brush border *myosin IA* gene (Morgan et al., 1994). *Myo IA^ts^*-driven GFP expression (MyoIA-GFP) labels ECs (Figure 2F–F’’). Compared with the control groups, expressing either *lola* RNAi in ECs dramatically promoted ISC proliferation, as indicated by the increased Dl^+^ and p-H3^+^ cell number (Figure 2F–H and Figure 2—figure supplement 1E–G). Moreover, reducing *lola* expression in ECs resulted in gut hypertrophy associated with multi-layer of intestinal cells (Figure 2I–J’’), possibly a consequence of hyperproliferation. Based on the findings that ECs interact with ISCs and regulate their proliferation (Gervais and Bardin, 2017), these results suggest a non-cell-autonomous role of Lola in regulating ISC proliferation during midgut homeostasis. Importantly, reducing *lola* expression in ECs did not induce non-specific apoptosis in the posterior midgut (Figure 2—figure supplement 1H–I’’), indicating that *lola* RNAi promotes ISC proliferation via a specific signaling pathway. Altogether, Lola is required in both precursor cells and ECs for ISC proliferation and midgut homeostasis.

### Loss of Lola activates EGFR, JAK-STAT, and microRNA *bantam* signaling

Due to functional similarities between Lola and Wts in mediating midgut homeostasis, we next sought to determine whether Lola, like Wts, functions as a component in Hippo signaling. It has been shown that inactivation of Hippo signaling activates EGFR, JAK-STAT, and microRNA *bantam* pathways to stimulate ISC proliferation (Karpowicz et al., 2010; Ren et al., 2010; Shaw et al., 2010; Staley and Irvine, 2010). Interestingly, Lola depletion in either precursors or ECs caused a significant increase in the levels of dpERK, the dephosphorylated active form of MAPK (Gabay et al., 1997), and the mRNA levels of EGFR ligands *Spitz* (*Spi*), *Vein* (*Vn*), and *Krn*, all indicating EGFR activation (Figure 3A–E). Moreover, Lola depletion in either precursors or ECs activates JAK-STAT signaling as indicated by the elevated expressions of JAK-STAT ligand *Upd3* and *Stat-GFP*, a multimerized *Stat92E* reporter driving the expression of a destabilized GFP to monitor JAK-STAT activity (Bach et al., 2007) (Figure 3F–M). Consistently, mRNA levels of *Upds* (*Upd*, *Upd2*, and *Upd3*), and the JAK-STAT target *Socs36E* were elevated dramatically upon Lola depletion (Figure 3N). Furthermore, expression levels of the microRNA *bantam*, a canonical downstream target of Hippo signaling essential for cell-autonomous ISC proliferation (Huang et al., 2014), were also elevated upon Lola depletion (Figure 3O–P’’’). These results demonstrate that loss of Lola activates EGFR, JAK-STAT, and microRNA *bantam* signaling, suggesting that Lola regulates ISC proliferation likely via mechanisms involving Hippo signaling.

**Figure 3.**
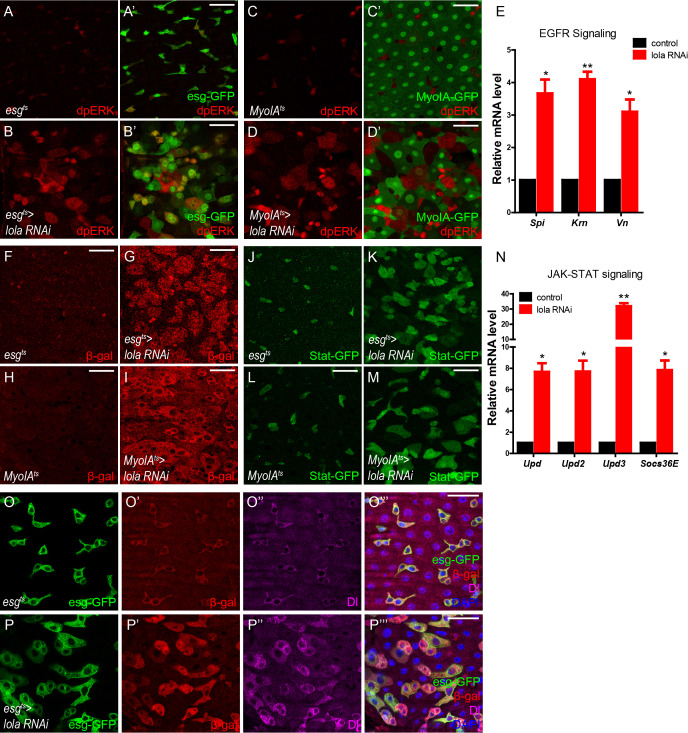
Loss of Lola activates EGFR, JAK-STAT, and microRNA *bantam* signaling. (**A–B’**) Representative images of *Drosophila* adult midguts of *esg^ts^* (**A–A’**) and *esg^ts^ >lola* RNAi (**B–B’**) immunostained with dpERK (red). ISCs and EBs are marked with esg-GFP (green). Merged images are shown in A’ and B’ (green and red). Note the increased dpERK signal in *lola* RNAi guts compared with control. (**C–D’**) Representative images of *Drosophila* adult midguts of *MyoIA^ts^* (**C–C’**) and *MyoIA^ts^ > lola* RNAi (**D–D’**) immunostained with dpERK (red). ECs are marked with MyoIA -GFP (green). Merged images are shown in C’ and D’ (green and red). Note the increased dpERK signal in *lola* RNAi guts compared with control. (**E**) Relative mRNA levels of EGFR ligands *Spi*, *Krn*, and *Vn* were analyzed by real-time PCR. Total RNAs were collected from whole midguts of the indicated genotypes: *MyoIA^ts^* (black bars) and *MyoIA^ts^ > lola* RNAi (red bars). Note a significant increase in the mRNA levels when *lola* RNAi is expressed (*p<0.05 and **p<0.01). (**F–I**) Representative images of *Drosophila* adult midguts of *esg-Gal4; tubGal80^ts^/Upd3* LacZ (*esg^ts^/Upd3* LacZ) (**F**), *esg^ts^/Upd3 LacZ>lola* RNAi (**G**), *MyoIA-Gal4; tubGal80^ts^/Upd3* LacZ (*MyoIA^ts^/Upd3* LacZ) (**F**), and *MyoIA^ts^/Upd3 LacZ>lola* RNAi (**G**) immunostained with β-gal (red). Note an increase in *Upd3-LacZ* levels marked by β-gal when *lola* RNAi is expressed in either precursors or ECs. (**J–M**) Representative images of *Drosophila* adult midguts of *esg-Gal4/Stat GFP; tubGal80^ts^* (*esg^ts^/Stat* GFP) (**J**), *esg^ts^/Stat GFP>lola* RNAi (**K**), *MyoIA-Gal4/Stat GFP; tubGal80^ts^* (*MyoIA^ts^/Stat* GFP) (**L**), and *MyoIA^ts^/Stat GFP>lola* RNAi (**M**) immunostained with GFP (green). Note the increased *Stat-GFP* signal when *lola* RNAi is expressed in either precursors or ECs. (**N**) Relative mRNA levels of JAK-STAT ligands *Upd*, *Upd2*, *Upd3*, and EGFR downstream gene target *Socs36E* were analyzed by real-time PCR. Total RNAs were collected from whole midguts of the indicated genotypes: *MyoIA^ts^* (black bars) and *MyoIA^ts^ > lola* RNAi (red bars). Note a significant increase in the mRNA levels when *lola* RNAi is expressed (*p<0.05 and **p<0.01). (**O–P’’’**) Representative images of *Drosophila* adult midguts of *esg^ts^/bantam-LacZ* (**O–O’’’**), and *esg^ts^/bantam-LacZ >lola* RNAi (**P–P’’’**) immunostained with β-gal (red), Dl (magenta), and DAPI (nuclei, blue). ISCs and EBs are marked with esg-GFP (green). Merged images are shown in O’’’, and P’’’ (green, red, magenta, and blue). Note the increase in *bantam-LacZ* levels marked by β-gal when *lola* RNAi is expressed. Scale bars: 30 μm. Data are shown as mean ± SEM. *p<0.05 and **p<0.01 by Student’s T-test. At least 10 midguts were dissected for each genotype. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown.

### Lola regulates midgut homeostasis independently of Yki-Sd

We next investigate if Lola function depends on the core Yki-Sd complex. A driver of ubiquitous *Actin-Gal4* combined with *tub-Gal80^ts^* (*Actin^ts^*) was used to manipulate *lola* expression ubiquitously in a temporal manner. Real-time PCR analysis of total RNAs from *Actin^ts^ > lola* RNAi guts revealed no significant difference in *yki* mRNA levels between control and RNAi samples, suggesting that Lola does not affect *yki* transcription (Figure 4A). No Yki protein accumulation was detected in *lola^5D2^* mutant gut clones, suggesting that Lola does not affect Yki protein levels either (Figure 4B–C’). Genetic interaction analysis indicated that co-expression of either *yki* or *sd* RNAi with *lola* RNAi in ISCs did not suppress the increase in p-H3^+^ cell number induced by *lola* RNAi alone (Figure 4D and Figure 4—figure supplement 1A–F’). Furthermore, MARCM clones of double mutant *lola^5D2^* and *yki^B5^* exhibited no significant difference in clone size compared to *lola^5D2^* (Figure 4E–H’). MARCM *sd^∆B1^* mutant clones expressing *lola* RNAi were similarly larger in size, suggesting that Sd depletion does not suppress *lola* RNAi-induced ISC proliferation (Figure 4I–L’). Taken together, these results indicate that Lola restricts ISC proliferation independently of the Yki-Sd transcriptional complex.

**Figure 4.**
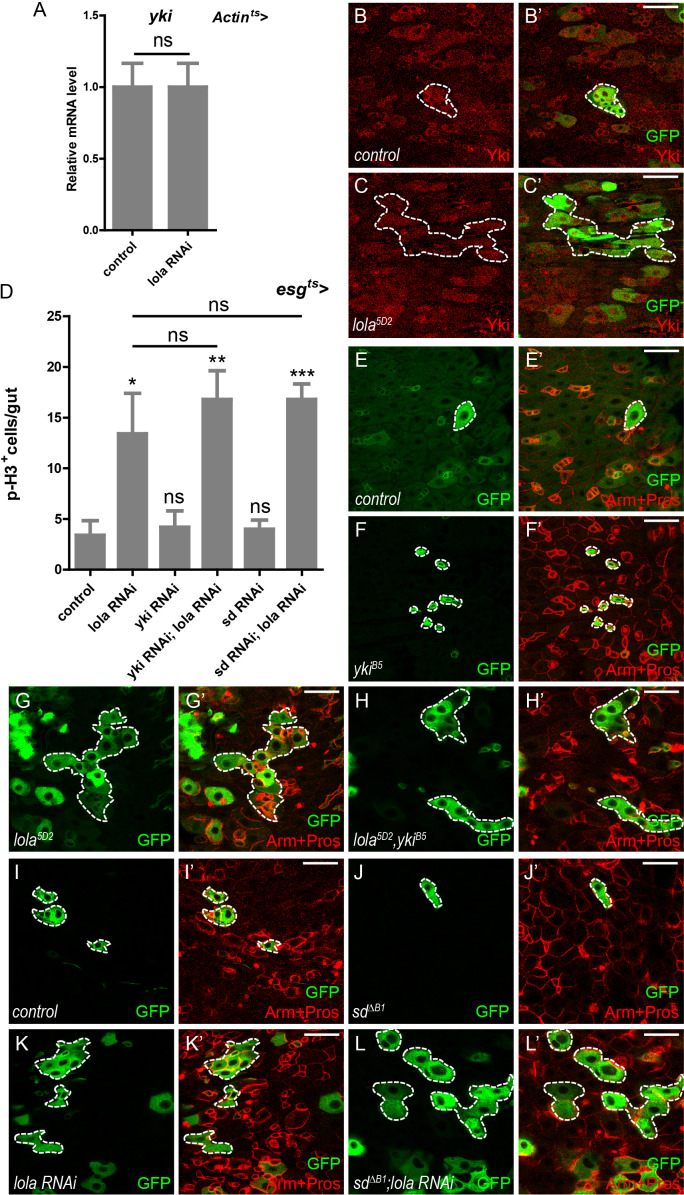
Lola regulates midgut homeostasis independently of Yki-Sd. (**A**) Relative *yki* mRNA levels were analyzed by real-time PCR. Total RNAs were collected from whole midguts of *Actin-Gal4; tub-Gal80^ts^* (*Actin^ts^*) and *Actin^ts^ > lola* RNAi. Note that *yki* mRNA levels remain similar to the control when *lola* RNAi is expressed (ns p>0.05). (**B–C’**) Representative images of *Drosophila* adult midguts containing GFP positive MARCM clones of control (**B–B’**) and the hypomorphic allele *lola^5D2^* clones (**C–C’**). Midguts were dissected 2 days after clone induction and immunostained with antibodies against Yki (red). Areas enclosed by the dashed lines indicate respective clone size. Merged images are shown in B’ and C’ (green and red). Note that Yki protein levels are not affected in *lola^5D2^* mutant clones. (**D**) Quantifications of the p-H3^+^ cell number in adult midguts from the indicated genotypes in Figure 4—figure supplement 1A–F (n = 9, 10, 10, 11, 11, 9). Note a significant increase in the p-H3^+^ cell number when *lola* RNAi is expressed (*p<0.05). Co-expression of *yki* or *sd* RNAi does not suppress the increase (ns p>0.05). (**E–H’**) Representative images of *Drosophila* adult midguts containing GFP positive MARCM clones of control (**E–E’**), *yki^B5^* (**F–F’**), the hypomorphic allele *lola^5D2^* (**G–G’**), *yki^B5^* and *lola^5D2^* double mutants (**H–H’**). Midguts were dissected 2 days after clone induction and immunostained with antibodies against Arm and Pros (red). Areas enclosed by the dashed lines indicate respective clone size. Merged images are shown in E’, F’, G’, and H’ (green and red). Note that MARCM clones of *yki^B5^* and *lola^5D2^* exhibit similar size to *lola^5D2^*. (**I–L’**) Representative images of *Drosophila* adult midgut containing GFP positive MARCM clones of control (**I–I’**), *sd^∆B1^* (**J–J’**), *lola* RNAi (**K–K’**), and *sd^∆B1^* in the presence of *lola* RNAi (**L–L’**). Midguts were dissected 2 days after clone induction and immunostained with antibodies against Arm and Pros (red). Areas enclosed by the dashed lines indicate respective clone size. Merged images are shown in I’, J’, K’, and L’ (green and red). Note that MARCM clones of *sd^∆B1^* expressing *lola* RNAi exhibit similar size to clones expressing *lola* RNAi alone. Scale bars: 30 μm. Data are shown as mean ± SEM. ns p>0.05, *p<0.05, **p<0.01, and ***p<0.001 by Student’s T-test. At least 10 midguts were dissected for each genotype. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown. Figure 4—source data 1.Source data for Figure 4D.

**Figure 4—figure supplement 1.**
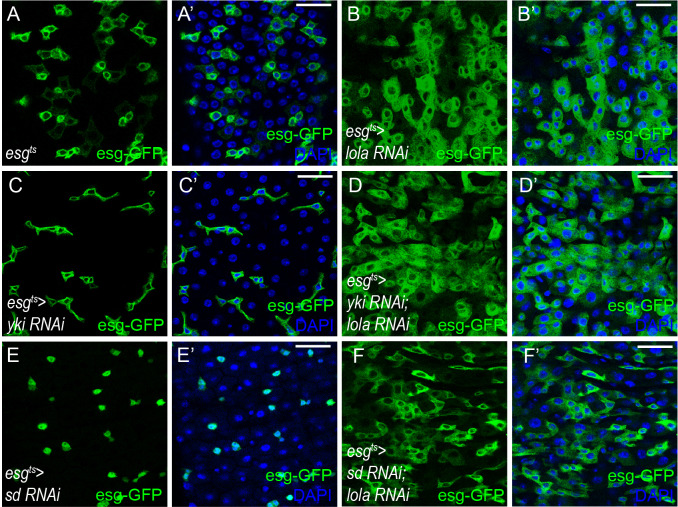
Lola regulates midgut homeostasis independently of Yki-Sd. (**A-F’**) Representative images of *Drosophila* adult midguts of *esg^ts^* (**A-A’**), *esg^ts^ >lola* RNAi (B-B’), *esg^ts^ >yki* RNAi (**C-C’**), *esg^ts^ >yki* RNAi; *lola* RNAi (**D-D’**), *esg^ts^ >sd* RNAi (**E-E’**), and *esg^ts^ >sd* RNAi; *lola* RNAi (**F-F’**) immunostained with DAPI (nuclei, blue). ISCs and EBs are marked with esg-GFP (green). Merged images are shown in A’, B’, C’, D’, E’, and F’ (green and blue). Scale bars: 30 μm. At least 10 midguts were dissected for each genotype. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown.

### Lola restricts ISC proliferation by suppressing *Dref* and *SkpA* expression levels

To further elucidate the mechanism of Lola regulating ISC proliferation and midgut homeostasis, we turn to its function as a DNA binding protein and transcriptional suppressor (Southall et al., 2014). Chromatin immunoprecipitation assay followed by high-throughput sequencing (ChIP-seq) was performed to identify genes suppressed directly by Lola. 

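S2 is a cell line derived from *Drosophila* embryos. In ChIP-seq, chromatin is cross-linked and sheared, the fragments bound by a protein are precipitated with an antibody, and regions with more sequenced fragments than the background are called as peaks. The series held 1 Lola ChIP library and 1 library of input DNA, which is sheared chromatin sequenced without precipitation. Without a second ChIP library, no value below has a replicate error. The title and the protocol of the ChIP library name Lola as the precipitated protein, as the paper does, whereas the antibody field of its labels names an antibody against the histone mark H3K4me2. The authors deposited a list of peaks for the ChIP library. Each peak has its start, end and summit, a fold enrichment, a −log10 p and the gene the authors assigned to it. These are the authors' values, used here to describe, rank and filter peaks within the list. The fold enrichment ranged from 1.22 to 10.1 with a median of 1.96, and the −log10 p ranged from 3.61 to 169 with a median of 10.1. Another column with the same heading ranged from 1.31 to 161. The text of the paper does not name the aligner, the peak caller, its threshold or the genome build of the ChIP-seq. The positions were placed on release 6 of the *Drosophila* genome, because 927 peaks were assigned a transcript found in the Ensembl release 115 annotation and 924 of these transcripts had the same chromosome, start and end there. Read numbers were not analysed here, so the depth behind each peak is unknown. Peaks were called multi-copy when at least 50% of their 31-base words occurred more than once in the reference genome, and single-copy otherwise, because reads from repeated sequence cannot be assigned to 1 copy.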

Thousands of Lola-associated chromatin binding sites were identified in cultured S2 cells. 

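The deposited list held 939 peaks, which together covered 352004 bp. The peaks were 200 to 2893 bp wide, with a median of 298 bp. Chromosome 3L had 233 peaks, 2L had 202, 2R had 165, 3R had 164, X had 121, Y had 40 and chromosome 4 had 14. The threshold moved the number most, and 449 peaks had a fold enrichment of at least 2. Of all peaks, 516 were single-copy and 423 were multi-copy. The multi-copy share was 45.0% (95% Wilson interval 41.9 to 48.2%). The median fold enrichment was 2.75 for single-copy peaks and 1.59 for multi-copy peaks (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The repeated histone genes on chromosome 2L, from 21416953 to 21541681, held 92 peaks, and all 92 were multi-copy.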

Analysis of the Lola binding profiles revealed that Lola mainly binds to the regions around transcription start sites (TSS) and promoters. 

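The summits of 446 of the 939 peaks (47.5%, 95% Wilson interval 44.3 to 50.7%) lay within 1000 bp of an annotated TSS. In 10000 placements of the same number of summits at random positions on the same chromosomes, the mean share was 22.9% and the highest was 28.4% (one-sided permutation test by shuffled positions, p = 0.0001, the smallest that 10000 placements can give). Among single-copy peaks, a subset chosen after the data were examined, the share was 64.7% (334 of 516), and among multi-copy peaks it was 26.5% (112 of 423). The histone genes accounted for 92 of these 112 multi-copy peaks. In the single-copy peaks within 1000 bp of a TSS, the summit lay upstream of the nearest TSS in 240 and downstream in 94, with a median position of -61 bp. Of these 334 peaks, 114 (34.1%) had TSSs of 2 or more genes within 1000 bp of the summit. By the annotation in the deposited list, 458 peaks were in the promoter class within 1 kb of a TSS, 550 (58.6%, 95% Wilson interval 55.4 to 61.7%) were in the promoter classes that reach to 3 kb, 232 were distal intergenic, 124 were intronic and 7 were in a 3'UTR. The paper bases its statement on TSSs and promoters on its analysis of the Lola binding profiles.

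**Figure D1:**
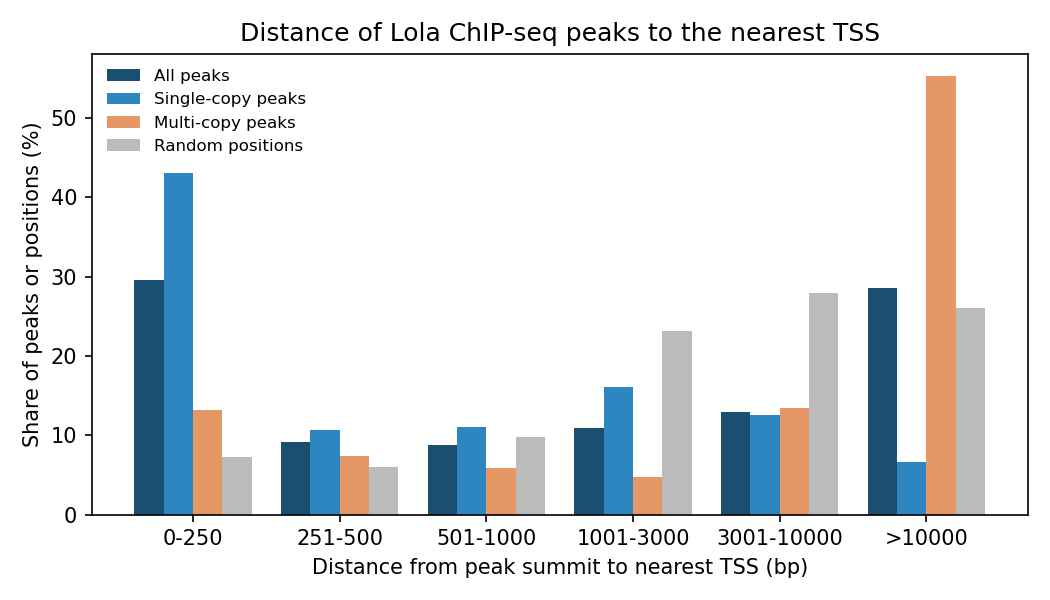
Share of peaks (%, vertical axis) by the distance of the summit from the nearest annotated TSS (bp, horizontal axis), for all 939 peaks, the 516 single-copy peaks, the 423 multi-copy peaks and random positions on the same chromosomes. Within 250 bp of a TSS lay 43.0% of the single-copy peaks and 7.25% of the random positions.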

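Of the 500 peaks with the highest −log10 p, 305 (61.0%, 95% Wilson interval 56.7 to 65.2%) lay within 1000 bp of a TSS by the distance given in the deposited list, compared with 153 of the other 439 (34.9%, 30.5 to 39.4%), an odds ratio of 2.92 (two-sided Fisher's exact test, p = 1.06e-15). The peak with the highest −log10 p lay on chromosome 3R from 9868485 to 9868947, with its summit 625 bp upstream of the nearest TSS, that of *Teh1*. Its fold enrichment was 10.1. The next 4 peaks were multi-copy and lay within 100 kb of a chromosome end, 2 of them on chromosome 4 and 2 on chromosome X. The peak of *Oli* (FBgn0032651) had rank 272, lay on chromosome 2L from 17589911 to 17590178 and overlapped the 5'UTR in exon 1. Its fold enrichment was 2.90. *ec* (FBgn0000542) had 2 peaks on chromosome X. The stronger, from 3835800 to 3836188, had rank 37 and a fold enrichment of 6.19 and overlapped the 5'UTR that starts at 3836080. The other, from 3835448 to 3835740, had rank 124 and a fold enrichment of 3.72 and lay in an intron of the longer transcripts. The peak assigned to *pdm3* (FBgn0261588) had rank 18, a −log10 p of 115 and a fold enrichment of 7.96, and lay on chromosome 2R from 8396631 to 8397126. It started 351 bp past the annotated end of *pdm3* and overlapped coding sequence of exons 4, 5 and 6 of *CG2121*, a gene on the minus strand.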

Among the top 500 defined scored peaks (Supplementary file-Table 1), genes related to stem cell mitosis and differentiation were manually selected for further analysis. Results from ChIP assay and real-time PCR showed dramatic enrichment of Lola in promoter regions of *Oli*, *ec*, *Dref*, and 3’UTR regions of *pdm3* and S*kpA*. No significant binding (only a basal level of binding) was detected between Lola and the non-binding region (*genebody*, *gb*) (Figure 5A). As a negative control, Lola knockdown by dsRNA significantly reduced the enrichment (Figure 5A). To validate these results in vivo, total RNAs from *Actin^ts^ > lola* RNAi guts were collected and analyzed. Similarly, mRNA levels of *pdm3*, *ec*, *Dref,* and *SkpA* were upregulated when reducing *lola* expression, suggesting that Lola suppresses the expression of these genes (Figure 5B). To further confirm that Lola represses the transcription of these genes, Lola binding regions (1: long and 2: short) of *Dref* or *SkpA*, two target genes among all others consistently affected by Lola, were cloned into upstream or downstream of the *luciferase* gene and the reporter activity was assayed. As shown in Figure 5C, activities of these reporters were dramatically inhibited by Lola but not Lola∆ZF12, a truncated form of Lola that does not bind to DNA. Activities of *3xSd luc*, a dual reporter reflecting Sd-Yki transcriptional activity (Zhang et al., 2008), was not affected by Lola, demonstrating the specificity of Lola repression. In addition, Dref protein levels were significantly elevated in *lola^5D2^* mutant clones (Figure 4D–F). In summary, these results suggest that Lola regulates the expression of *Dref* and *SkpA*, and represses their transcription.

**Figure 5.**
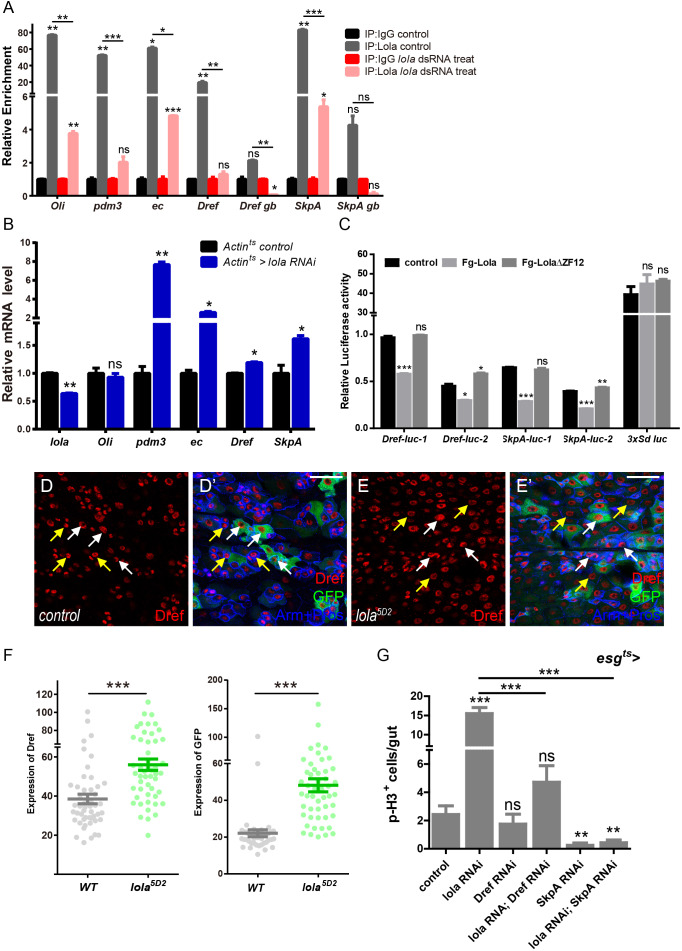
Lola restricts ISC proliferation by suppressing *Dref* and *SkpA* expression levels. (**A**) Relative enrichment of Lola on binding and non-binding (*genebody*, *gb*) regions compared to IgG in control (*Renilla* dsRNA treated, gray and black bars) and Lola knockdown cells (*lola* dsRNA treated, pink and red bars) were analyzed by ChIP and real-time PCR. Note a significant increase of Lola enrichment in regions near *pdm3*, *ec*, *Dref* and *SkpA* (ns p>0.05, *p<0.05, **p<0.01, and ***p<0.001). (**B**) Relative mRNA levels of the indicated genes analyzed by real-time PCR. Total RNAs were collected from whole midguts of the indicated genotypes: *Actin^ts^* (black bars) and *Actin^ts^ > lola* RNAi (blue bars). Note a significant increase in the mRNA levels of *pdm3*, *ec*, *Dref* and *SkpA* when *lola* RNAi is expressed (ns p>0.05, *p<0.05, and **p<0.01). (**C**) Relative luciferase activity of the luciferase reporter plasmids carrying Lola-binding-region on *Dref* or *SkpA* in S2 cells transfected with the indicated constructs. The luciferase reporter plasmid with 3xSd-binding sites (*3xSd luc*) was used as control. (ns p>0.05, *p<0.05, **p<0.01, and ***p<0.001) (**D–E’**) Representative images of *Drosophila* adult midguts containing GFP positive MARCM clones of control (**D–D’**) and the hypomorphic allele *lola^5D2^* (**E–E’**). Midguts were dissected 4 days after clone induction and immunostained with antibodies against Dref (red) and Arm and Pros (blue). White arrows indicate GFP positive clonal cells and yellow arrows indicate adjacent control cells. Merged images are shown in C’ and D’ (green, red, and blue). Note an increase on Dref protein levels in the GFP positive *lola^5D2^* mutant clones (white arrows in E and E’). (**F**) Quantification of Dref expression in E. (**G**) Quantifications of the p-H3^+^ cell number in adult midguts with the indicated genotypes in Figure 5—figure supplement 1C–H (n = 7, 8, 8, 7, 8, 7). Note a significant increase in the p-H3^+^ cell number when *lola* RNAi is expressed (***p<0.001). Co-expression of *Dref* or *SkpA* RNAi and *lola* RNAi suppresses the increase (***p<0.001). Scale bars: 30 μm. Data are shown as mean ± SEM. ns p>0.05, *p<0.05, **p<0.01, and ***p<0.001 by Student’s T-test. At least 10 midguts were dissected for each genotype. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown. Figure 5—source data 1.Source data for Figure 5F and Figure 5G.

**Figure 5—figure supplement 1.**
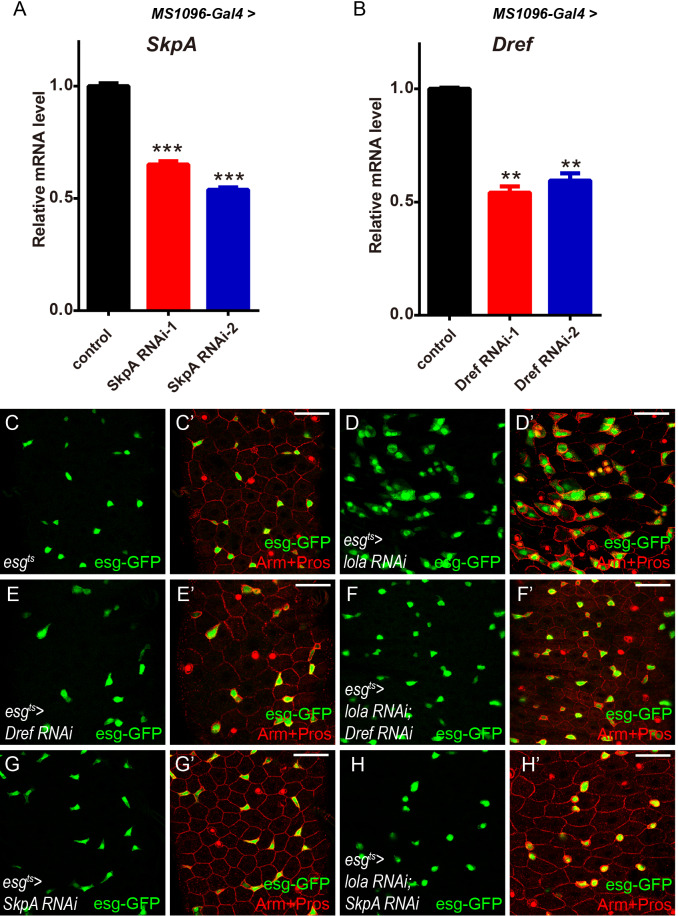
Lola restricts ISC proliferation by suppressing *Dref* and *SkpA* expression levels. (**A**) Relative *SkpA* mRNA levels were analyzed by real-time PCR. Total RNAs were collected from wing discs of *MS1096-Gal4* (black bar), *MS1096-Gal4 > SkpA* RNAi-1 (red bar), and *MS1096-Gal4 > SkpA* RNAi-2 (blue bar). Note a significant decrease in the mRNA levels when *SkpA* RNAi is expressed (***p<0.001). (**B**) Relative *Dref* mRNA levels were analyzed by real-time PCR. Total RNAs were collected from wing discs of *MS1096-Gal4* (black bar), *MS1096-Gal4 > Dref* RNAi-1 (red bar), and *MS1096-Gal4 > Dref* RNAi-2 (blue bar). Note a significant decrease in the mRNA levels when *Dref* RNAi is expressed (**p<0.01). (**C-H’**) Representative images of *Drosophila* adult midguts of *esg^ts^* (**C-C’**), *esg^ts^ >lola* RNAi (**D-D’**), *esg^ts^ >Dref* RNAi (E-E’), *esg^ts^ >lola* RNAi; *Dref* RNAi (**F-F’**), *esg^ts^ >SkpA* RNAi (G-G’), and *esg^ts^ >lola* RNAi; *SkpA* RNAi (H-H’) immunostained with Arm and Pros (red). ISCs and EBs are marked with esg-GFP (green). Merged images are shown in C’, D’, E’, F’, G’, and H’ (green and red). Scale bars: 30 μm. At least 10 midguts were dissected for each genotype. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown.

To verify whether these genes are responsible for the ISC hyperproliferation induced by *lola* RNAi, ISC proliferation was monitored in midguts co-expressing RNAi targeting *pdm3*, *ec*, *Dref* or *SkpA* and *lola*. As expected, knock down of either *Dref* or *SkpA* significantly rescued the increase in GFP^+^ and p-H3^+^ cell number induced by *lola* RNAi (Figure 5G and Figure 5—figure supplement 1A–H’), indicating that Lola restricts ISC proliferation via regulating *Dref* or *SkpA* expression levels. On the other hand, knock down of either *Pdm3* or *ec* did not rescue the increased proliferative ISC number induced by *lola* RNAi (data not shown), indicating that these target genes might be involved in other parts of Lola function. Based on these results, we conclude that Lola functions as a transcription factor to suppress the expression of mitosis-related genes *Dref* and *SkpA*, hence controlling ISC proliferation and midgut homeostasis.

### Wts interacts with lola and affects lola turnover in vitro

Given that both Lola and Wts regulate ISC proliferation, and Lola deactivates similar downstream pathways as Hippo signaling, biochemical approaches were first taken to study the relationship between Hippo signaling components and Lola in cultured S2 cells. Hippo signaling components such as Hpo, Wts, Yki, Sb, or SdBP engineered with different N-terminal epitope tags for identification (Fg-Hpo, Myc-Wts, Fg-Yki, HA-Sd, or Myc-SbBP) were co-expressed with Lola tagged with a N-terminal Flag epitope (Fg-Lola). Interestingly, Fg-Lola protein levels were significantly increased only in the presence of Myc-Wts (Figure 6A). In addition, Fg-Lola was increasingly stabilized when adding increasing amount of Myc-Wts, indicating that Wts regulates Lola protein levels in a dosage-dependent manner (Figure 6B). Furthermore, Fg-Lola protein half-life in the presence or absence of Myc-Wts was monitored using the nascent protein synthesis inhibitor cycloheximide (CHX). As shown in Figure 6C–D, Fg-Lola proteins exhibited a rapid turnover rate with a half-life of approximately 2 hr, while Myc-Wts prolonged Fg-Lola protein half-life to about 6 hr. To investigate how Lola protein stability is regulated, S2 cells expressing Fg-Lola were treated with specific UPS inhibitors (MG132 or MG101) or lysosomal inhibitors (E64 or Leupeptin) for 3 hr followed by CHX treatment for additional 6 hr. As shown in Figure 6—figure supplement 1A, UPS inhibitors, but not lysosome inhibitors, protected Fg-Lola from degradation, indicating that UPS plays a major role in regulating Lola protein stability. In addition, Lola ubiquitination levels were reduced in the presence of Wts as shown by results from the in vivo ubiquitination assay (Figure 6—figure supplement 1B). These results demonstrate that Wts regulates Lola protein stability by protecting Lola from UPS-mediated degradation, hence the possibility of Hippo signaling regulating Lola function.

**Figure 6.**
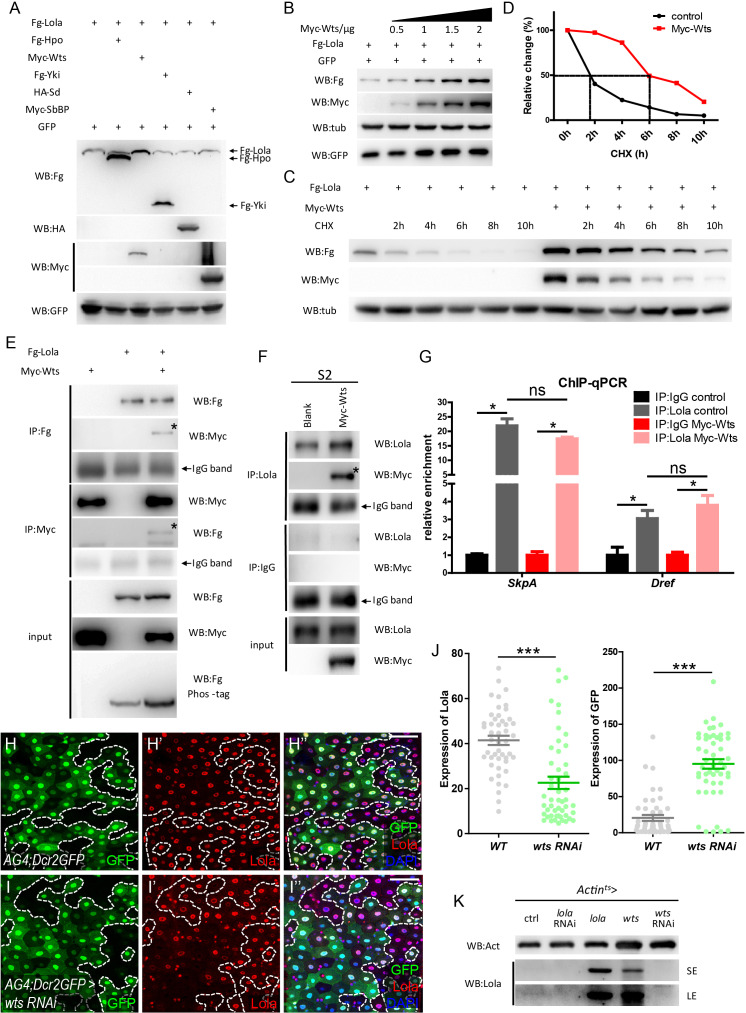
Wts interacts with Lola and affects Lola protein turnover. (**A**) S2 cells were co-transfected with constructs expressing different Hippo components (Fg-Hpo, Myc-Wts, Fg-Yki, HA-Sd, or Myc-SbBP) and Fg-Lola. Cell extracts were collected and analyzed by Western blot with the indicated antibodies. Note that Lola protein levels were specifically modulated by Wts. (**B**) Collected cell extracts from S2 cells co-transfected with plasmids expressing *Fg-Lola* (1 μg) and *Myc-Wts* (0.5, 1, 1.5, and 2 ug) were analyzed by Western blot with the indicated antibodies. Plasmids expressing *GFP* were also added as a control. Note that Lola is stabilized by Wts in a dosage-dependent manner. (**C**) S2 cells were transfected with plasmids expressing *Fg-Lola* with or without *Myc-Wts* and treated with CHX for the indicated hours. Cells were harvested and analyzed by Western blot with the indicated antibodies. Note that Lola half-life extends in the presence of Wts. (**D**) Quantifications of results normalized to Tubulin in C. Note that Lola half-life extends from 2 to 6 hr in the presence of Myc-Wts. (**E**) Co-IP analysis indicates that Fg-Lola and Myc-Wts co-immunoprecipitate with each other using antibodies against either Flag or Myc. Pull-down proteins are marked by the asterisks. (**F**) Co-IP analysis indicates that Myc-Wts interacts with endogenous Lola using antibodies against Lola or Myc. Pull-down proteins are marked by the asterisk. (**G**) Relative enrichment of Lola on binding regions of *SkpA* and *Dref* compared to IgG in control (gray and black bars) and cells expressing *Myc-Wts* (pink and red bars) were analyzed by ChIP and real-time PCR. Note that Wts does not affect the significant increase of Lola enrichment in these regions (ns p>0.05 and *p<0.05). (**H–I’’’**) Representative images of *Drosophila* adult midguts containing GFP positive flip-out clones of *hsflp; act >CD2>Gal4; UAS-Dicer2, UAS-GFP* (*AG4; Dcr2GFP*) (**H–H’’’**) and *AG4; Dcr2GFP >wts* RNAi (**I–I’’’**). Midguts were dissected 2 days after clone induction and immunostained with antibodies against Lola (red) and DAPI (nuclei, blue). Areas enclosed by the dashed lines indicate clone regions, respectively. Merged images are shown in H’’’ and I’’’ (green, red, and blue). Note a decrease in Lola protein levels in GFP positive flip-out clones expressing *wts* RNAi (white arrows I-I’’’). (**J**) Quantification of Lola expression in I. (**K**) Western blot analysis of gut extracts collected from adult flies with the indicated genotypes (*Actin^ts^* > *lola*, *wts*, *lola* RNAi, or *wts* RNAi). Note that Lola protein levels were increased when *lola* or *wts* is overexpressed. SE: short exposure. LE: long exposure. Scale bars: 30 μm. Data are shown as mean ± SEM. ns p>0.05, *p<0.05 by Student’s T-test. At least 10 midguts were dissected for each genotype. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown. Figure 6—source data 1.Source data for Figure 6J.

**Figure 6—figure supplement 1.**
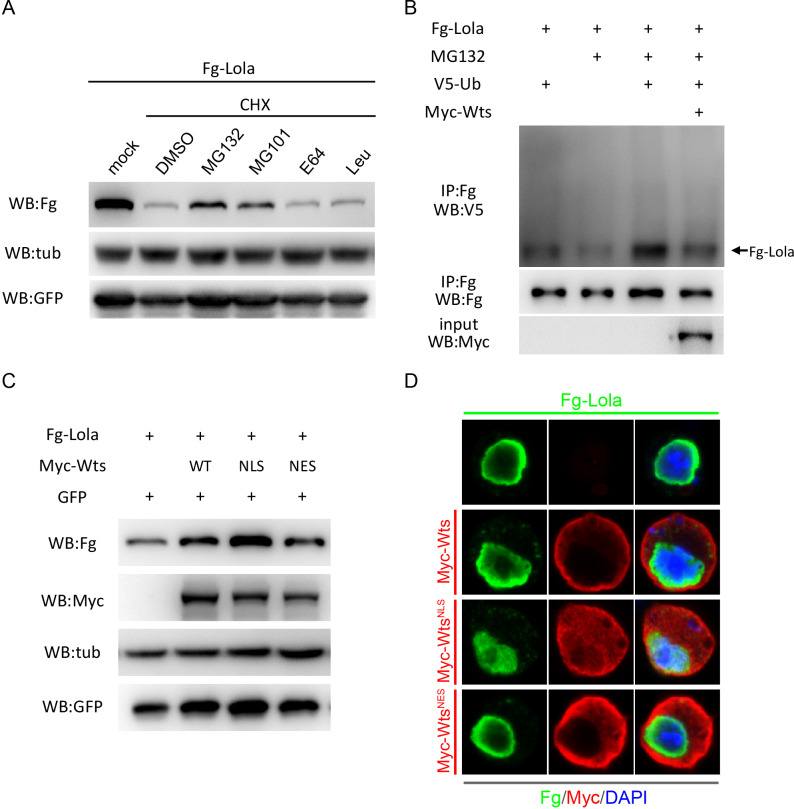
Wts affected Lola UPS-mediated degradation. (**A**) S2 cells were transfected with plasmids expressing *Fg-Lola* and treated with UPS inhibitors (MG132 and MG101) or lysosomal inhibitors (E64 and Leupeptin) for 3 hr followed by CHX treatment for an additional 6 hr. Cells were harvested and analyzed by Western blot with the indicated antibodies. Note that CHX-induced Lola degradation was rescued upon incubation with UPS inhibitors (MG132 and MG101), but not with DMSO or lysosomal inhibitors (E64 and Leu). (**B**) In vivo ubiquitination assay of Lola in S2 cells. Fg-Lola was immunoprecipitated from S2 cells expressing the indicated proteins and treated with MG132, followed by Western blot with V5 antibody to detect conjugated V5-Ub. (**C**) Collected cell extracts from S2 cells transfected with plasmids expressing Fg-Lola, and Myc-Wts, Myc-Wts^NLS^ or Myc-Wts^NES^ were analyzed by Western blot with the indicated antibodies. (**D**) Representative images of S2 cells transfected with plasmids expressing Fg-Lola, and Myc-Wts, Myc-Wts^NLS^ or Myc-Wts^NES^ immunostained with Fg (green), Myc (red), and DAPI (nuclei, blue).

**Figure 6—figure supplement 2.**
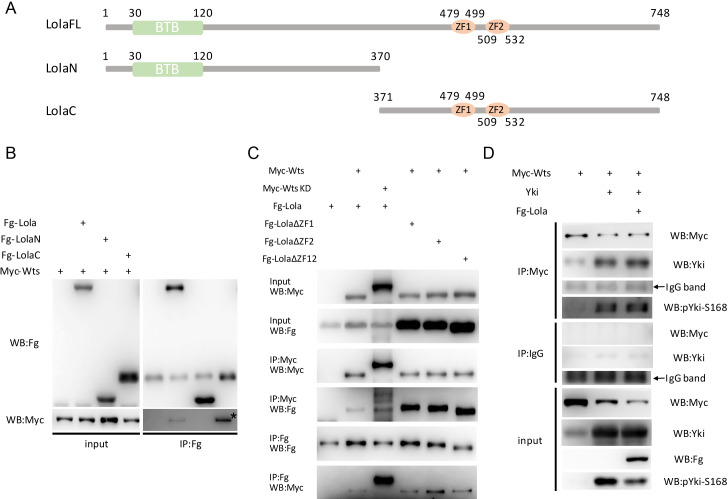
Wts interacts with C-terminal Lola independently of Wts kinase activity and Lola zinc finger domains. (**A**) Schematic presentation illustrating Lola (LolaFL), truncated Lola N-terminus containing the BTB domain (1–370, LolaN), and truncated Lola C-terminus containing two zinc finger domains (371–748, LolaC). (**B**) Collected cell extracts from S2 cells transfected with plasmids expressing Fg-Lola, Fg-LolaN, or Fg-LolaC and Myc-Wts were analyzed by Co-IP with the indicated antibodies. Note that Wts co-immunoprecipitated with C-terminal Lola (asterisk). (**C**) Collected cell extracts from S2 cells transfected with plasmids expressing Fg-Lola, Fg-LolaΔZF1, Fg-LolaΔZF2, or Fg-LolaΔZF12 and Myc-Wts or Myc-WtsKD were analyzed by Co-IP with the indicated antibodies. Note that Wts-Lola interaction is independent of Wts kinase activity and Lola zinc finger domains. (**D**) Collected cell extracts from S2 cells transfected with plasmids expressing Fg-Lola, Yki, and Myc-Wts were analyzed by Co-IP with the indicated antibodies. Note that the total amount of co-immunoprecipitated Yki and its phosphorylation levels at S168 (pYki-S168 panel) are similar in the presence or absence of Myc-Wts.

**Figure 6—figure supplement 3.**
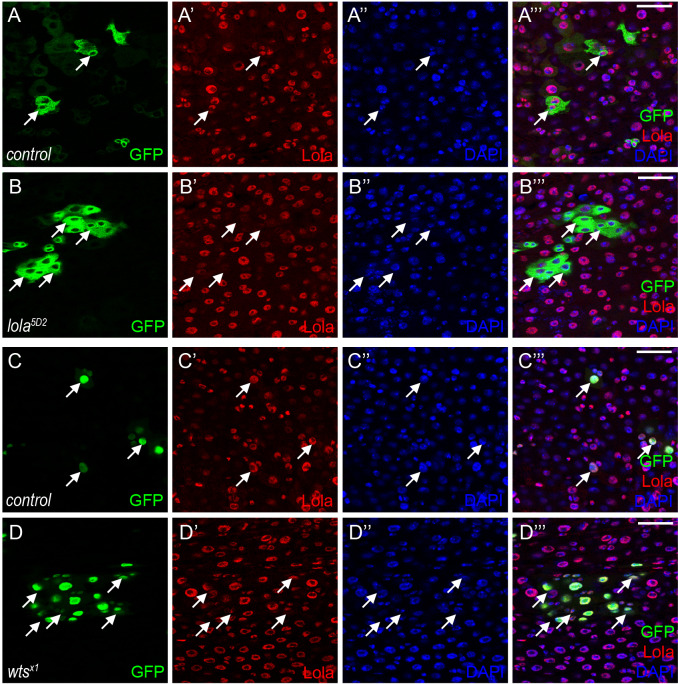
Wts affects Lola protein levels in vivo. (**A-B’’’**) Representative images of *Drosophila* adult midguts containing GFP positive MARCM clones of control (**A-A’’’**) and the hypomorphic allele *lola^5D2^* (**B-B’’’**) immunostained with Lola (red) and DAPI (nuclei, blue). Merged images are shown in A’’’ and B’’’ (green, red, and blue). Note a decrease in Lola protein levels in *lola^5D2^* clones (white arrows in B’). (**C-D’’’**) Representative images of *Drosophila* adult midguts containing GFP positive MARCM clones of control (**A-A’’’**) and *wts^x1^* (**B-B’’’**) immunostained with Lola (red) and DAPI (nuclei, blue). Merged images are shown in C’’’ and D’’’ (green, red, and blue). Note a decrease in Lola protein levels in *wts^x1^* clones (white arrows in D’). Scale bars: 30 μm. At least 10 midguts were dissected for each genotype. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown.

To further explore possible interaction between Wts and Lola, co-immunoprecipitation (Co-IP) assays in S2 cells expressing Myc-Wts and Fg-Lola were conducted. As shown in Figure 6E, Lola and Wts reciprocally interacted, validating a physical interaction between two proteins. Co-IP analysis of S2 cells expressing Myc-Wts using the anti-Lola antibody for IP pulled down Myc-Wts, further demonstrating that Wts interacts with endogenous Lola (Figure 6F). To map which Lola region binds to Wts, two truncated Lola protein variants, each engineered with a Flag tag, were constructed: the N-terminal Lola (amino acid 1 to 370) containing the BTB domain (Fg-LolaN) and the C-terminal Lola (amino acid 371 to 748) containing the two zinc finger motifs (ZF1 and ZF2, Fg-LolaC) (Figure 6—figure supplement 2A). Co-IP results indicated that Fg-LolaC, but not Fg-LolaN, co-immunoprecipitated with Myc-Wts (Figure 6—figure supplement 2B), suggesting that Wts interacts with Lola C-terminus. Deletion of either ZF1 or ZF2 or both in Lola C-terminus did not affect binding between Wts and Lola, suggesting that Wts-Lola interaction does not require DNA binding (Figure 6—figure supplement 2A and C). Furthermore, ChIP-qPCR analysis revealed no detectable change of Lola enrichment on *Dref* or *SkpA* binding regions when co-expressing Wts in S2 cells (Figure 6G), indicating that Wts does not affect Lola-DNA binding. *In toto*, these results suggest that Wts interacts with Lola C-terminus independently of Lola binding to DNA.

Given that Wts is a Serine/Threonine protein kinase, we next sought to determine if Lola is a Wts substrate and phosphorylated by Wts. Surprisingly, Lola exhibited no shift in molecular weight when analyzed by the phos-tag gels (Figure 6E), suggesting that Wts interacts with Lola in a manner independent of phosphorylation. To further validate this conclusion, a construct expressing Wts KD (Wts^K743R^, a kinase dead form of Wts) (Lai et al., 2005) was generated. Not only that Wts KD interacted with Lola by Co-IP (Figure 6—figure supplement 2C), Wts KD stabilized Lola similarly as the wild-type Wts (data not shown). These results suggest that Wts kinase activity is not essential for binding to Lola and does not affect Lola protein stability. On the other hand, previous studies have suggested that Wts interacts and phosphorylates Yki (Goulev et al., 2008; Huang et al., 2005; Oh and Irvine, 2008). In our hands, both total amount and the S168 phosphorylation level of Yki co-immunoprecipitated with Wts remained unaffected in the presence or absence of Fg-Lola, suggesting that Wts-Lola interaction does not affect Wts-Yki interaction and Wts-mediated Yki phosphorylation (Figure 6—figure supplement 2D). Taken together, these results demonstrate that Wts binds to Lola directly to moderate its turnover rate, a process independent of Wts kinase activity, Lola DNA binding, Wts-Yki interaction, and Wts-mediated Yki phosphorylation.

It is noteworthy to mention that both Wts and Lola proteins have been predicted to contain the nuclear export signal (NES) (http://www.cbs.dtu.dk/services/NetNES/) and the nuclear localization signal (NLS) (http://nls-mapper.iab.keio.ac.jp/cgi-bin/NLS_Mapper_form.cgi), indicating that Wts possibly localizes to the nucleus in addition to the cytoplasm, whereas Lola localizes to the cytoplasm in addition to the nucleus. Our results showed that expression of Wts fused with a C-terminal nuclear localization signal (NLS) (Wts^NLS^) caused a remarkable increase in Lola protein levels, suggesting that Wts^NLS^ stabilizes Lola in the nucleus (Figure 6—figure supplement 1C–D), whereas the expression of Wts fused with a C-terminal nuclear export signal (NES) (Wts^NES^) only reduced the increased Lola protein levels partially (Figure 6—figure supplement 1C–D), suggesting the possibility of Lola translocating to cytoplasm where it is protected by Wts. These results indicate that Wts interacts with Lola both in the cytoplasm and nucleus.

### Wts regulates lola protein levels in vivo

In addition to our evidence that Wts interacts with and stabilizes Lola in S2 cells, endogenous Lola protein levels were examined using antibodies against Lola. Immunostainings showed that Lola is ubiquitously expressed in all cell types in the midgut and absent in the *lola^5D2^* MARCM clones (Figure 6—figure supplement 3A–B’’’). Consistent with the cell culture data, a dramatic decrease in the anti-Lola staining was also detected in both flip-out clones expressing *wts* RNAi using the driver *hsflp; act >CD2>Gal4; UAS-Dicer2, UAS-GFP* (*AG4; Dcr2GFP > wts* RNAi) and *wts^x1^* MARCM clones in midguts (Figure 6H–J and Figure 6—figure supplement 3C–D’’’). Furthermore, endogenous Lola protein levels were analyzed by Western blot using gut extracts that ubiquitously express *lola*, *lola* RNAi, *wts*, or *wts* RNAi. Similar to *lola* overexpression, *wts* overexpression increased Lola protein levels (Figure 6K). Collectively, these results indicate that Wts regulates Lola protein levels in vivo.

### Lola is essential for Wts-mediated ISC proliferation and midgut homeostasis

Based on the results that Wts modulates Lola protein stability and Lola is required for midgut homeostasis, genetic interaction between Wts and Lola in regulating midgut homeostasis was analyzed. Whereas reduced *yki* expression did not rescue the increase in the GFP^+^ and p-H3^+^ cell number induced by *esg^ts^ > wts* RNAi (Figure 1A–E), *lola* overexpression dramatically reduced this increase (Figure 7A and Figure 7—figure supplement 1A–D’). Similar reduction was detected in midguts expressing *lola* and *wts* RNAi in ECs (*MyoIA^ts^* > *lola; wts* RNAi, Figure 7—figure supplement 1E). These results indicate that *lola* overexpression blocks the hyperproliferation induced by *wts* RNAi both cell-autonomously and non-cell-autonomously. To further validate our observation, expressing *lola* in GFP^+^*wts^x1^* MARCM clones that exhibited the overgrowth phenotype dramatically reduced the clone size (Figure 7B–F). On the other hand, *wts* overexpression in *lola^5D2^* MARCM clones did not affect the increased clone size (Figure 7—figure supplement 2A–D). Taken together, these results suggest that Lola is essential for Wts function in midgut homeostasis.

**Figure 7.**
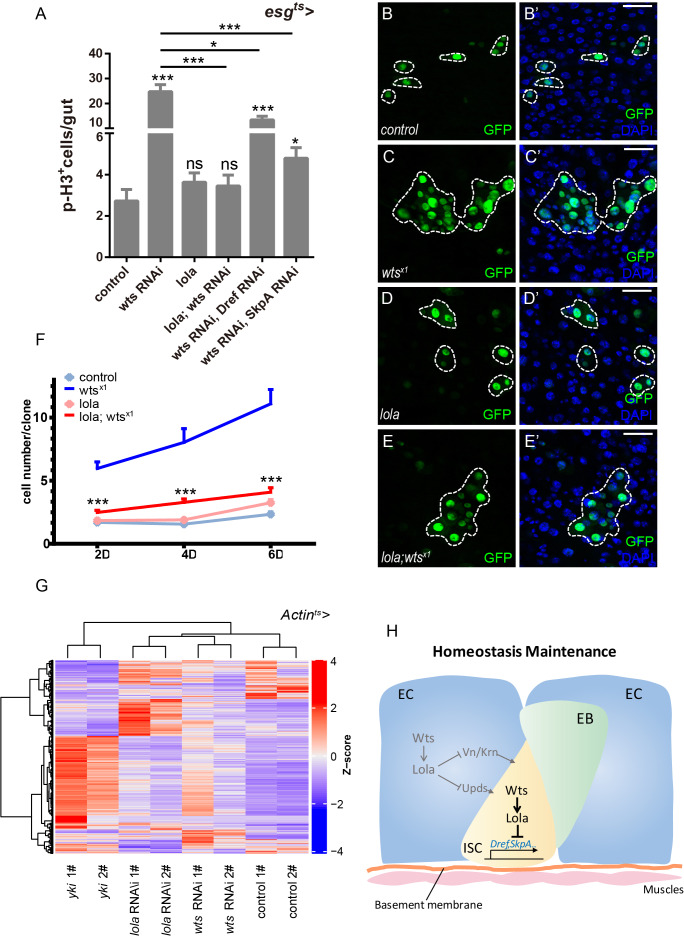
Lola is essential for Wts-mediated ISC proliferation and midgut homeostasis. (**A**) Quantifications of the p-H3^+^ cell number in adult midguts with the indicated genotypes in Figure 7—figure supplement 1A–F (n = 18, 21, 19, 20, 18, 19). Note that co-expression of *lola*, *Dref* RNAi, or *SkpA* RNAi in the presence of *wts* RNAi suppresses the increase in the p-H3^+^ cell number (ns p>0.05, *p<0.05, and ***p<0.001). (**B–E’**) Representative images of *Drosophila* adult midguts containing GFP positive MARCM clones of control (**B–B’**), *wts^x1^* (**C–C’**), *lola* (**D–D’**), and *wts^x1^* in the presence of *lola* (**E–E’**). Midguts were dissected 4 days after clone induction and immunostained with antibodies against DAPI (nuclei, blue). Areas enclosed by the dashed lines indicate respective clone size. Merged images are shown in B’, C’, D’, and E’ (green and blue). Note a decrease in the *wts^x1^* clone size in the presence of *lola*. (**F**) Quantifications of the cell number per clone in adult midguts from the indicated genotypes in B-E at 2, 4, and 6 days after clone induction (***p<0.001). Average of 29–92 clones from 10 midguts for each genotype were quantified. (**G**) Heatmap of 2116 union DEGs in adult guts carrying genotypes: *Actin^ts^*, *Actin^ts^* > *yki*, *Actin^ts^* > *lola* RNAi, and *Actin^ts^* > *wts* RNAi. A decrease and an increase in expression is indicated by blue and red color, respectively. Note a high degree of similarity in the DEG expression profiles for *lola* and *wts* RNAi. (**H**) An illustrated model on *Drosophila* midgut homeostasis regulated by the Wts-Lola-Dref/SkpA signaling axis. Wts interacts with Lola and regulates its stability. In the absence of Lola, ISC undergoes hyperproliferation due to de-repression of *Dref* and *SkpA* expression levels. Yki and Lola regulate different target gene expression levels, thereby controlling midgut homeostasis via separate means. Scale bars: 30 μm. Data are shown as mean ± SEM. ns p>0.05, *p<0.05, and ***p<0.001 by Student’s T-test. At least 10 midguts were dissected for each genotype. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown. Figure 7—source data 1.Source data for Figure 7A, Figure 7F, Figure 7—figure supplement 1E, Figure 7—figure supplement 2D, and Figure 7—figure supplement 3E.

**Figure 7—figure supplement 1.**
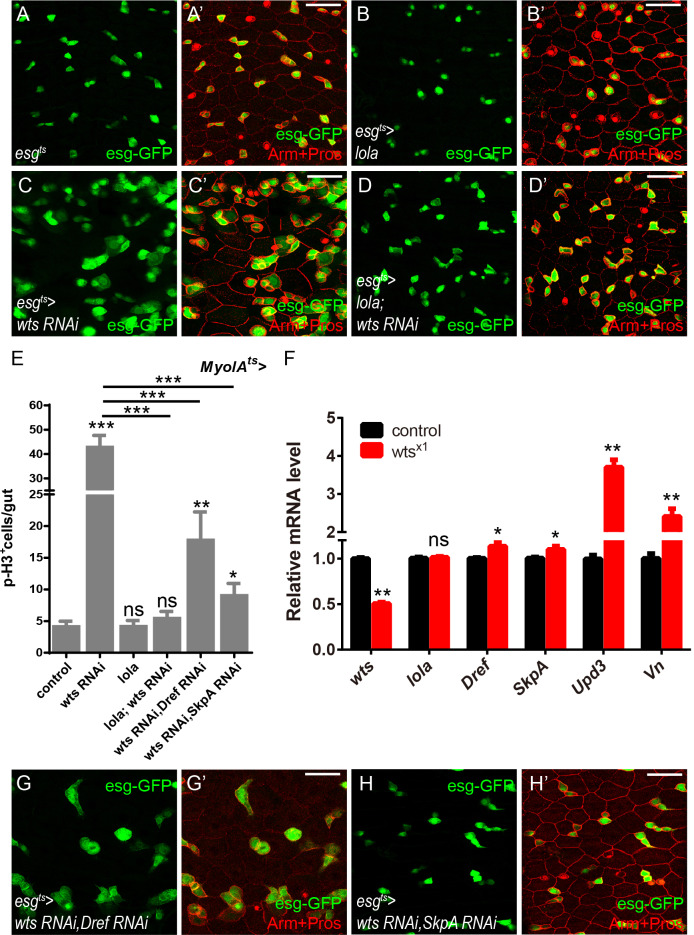
Lola is essential for Wts-mediated midgut homeostasis. (**A-D’**) Representative images of *Drosophila* adult midguts of *esg^ts^* (A-A’), *esg^ts^ >lola* (B-B’), *esg^ts^ >wts* RNAi (**C-C’**), and *esg^ts^ >lola; wts* RNAi (**D-D’**) immunostained with Arm and Pros (red). ISCs and EBs are marked with esg-GFP (green). Merged images are shown in A’, B’, C’, and D’ (green and red). (**E**) Quantifications of the p-H3^+^ cell number in adult midguts with the indicated genotypes: *MyoIA^ts^*, *MyoIA^ts^ > lola*, *MyoIA^ts^ > wts* RNAi, *MyoIA^ts^ > lola; wts* RNAi, *MyoIA^ts^ > wts* RNAi, *Dref* RNAi, and *MyoIA^ts^ > wts* RNAi, *SkpA* RNAi (ns p>0.05, *p<0.05, **p<0.01, and ***p<0.001) (n = 9, 11, 8, 10, 8, 10). Note that co-expression of *lola* and *wts* RNAi suppresses the increase in the p-H3^+^ cell number (***p<0.001). (**F**) Relative mRNA levels of the indicated genes were analyzed by real-time PCR. Total RNAs were collected from the control (black bars) and *wts^x1^* (red bars) clonal guts. Note a significant increase in the mRNA levels of *Dref* and *SkpA* in *wts^x1^* clonal samples (p=0.0352, 0.0382). An increase in the EGFR ligand *Vn* and the JAK-STAT ligand *Upd3* is also shown as positive controls (p=0.00112, 0.00447). (**G-H’**) Representative images of *Drosophila* adult midguts of *esg^ts^ >wts* RNAi, *Dref* RNAi (**G-G’**) and *esg^ts^ >wts* RNAi, *SkpA* RNAi (H-H’) immunostained with Arm and Pros (red). Merged images are shown in G’ and H’ (green and red). Scale bars: 30 μm. Data are shown as mean ± SEM. ns p>0.05, *p<0.05, **p<0.01, and ***p<0.001 by Student’s T-test. At least 10 midguts were dissected for each genotype. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown.

**Figure 7—figure supplement 2.**
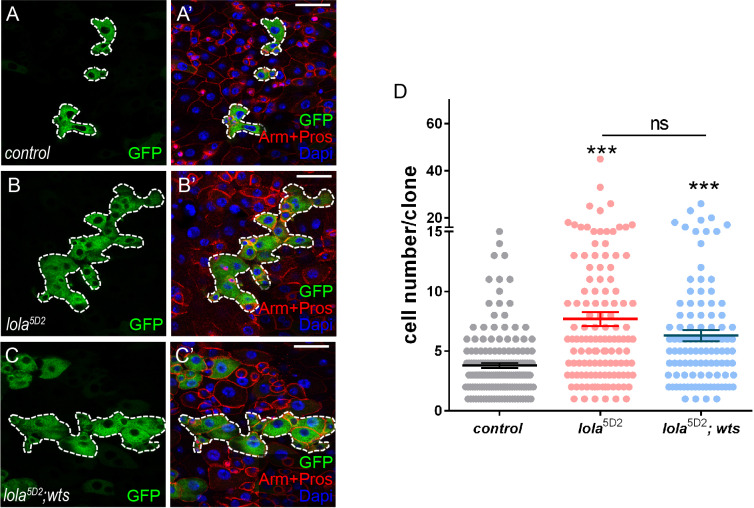
Lola is essential for Wts-mediated midgut homeostasis. (**A-C’**) Representative images of *Drosophila* adult midguts containing GFP positive MARCM clones of control (**A-A’**), *lola^5D2^* (B-B’), and *lola^5D2^* in the presence of *wts* (**C-C’**). Midguts were dissected 4 days after clone induction and immunostained with antibodies against Arm and Pros (red) and DAPI (nuclei, blue). Areas enclosed by the dashed lines indicate respective clone size. Merged images are shown in A’, B’, and C’ (green, red, and blue). (**D**) Quantifications of the cell number per clone in adult midguts from the indicated genotypes in A-C 4 days after clone induction (ns p>0.05, ***p<0.001). Average of 107–162 clones from 10 midguts for each genotype were quantified. Scale bars: 30 μm. Data are shown as mean ± SEM. ns p>0.05, ***p<0.001 by Student’s T-test. At least 10 midguts were dissected for each genotype. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown.

**Figure 7—figure supplement 3.**
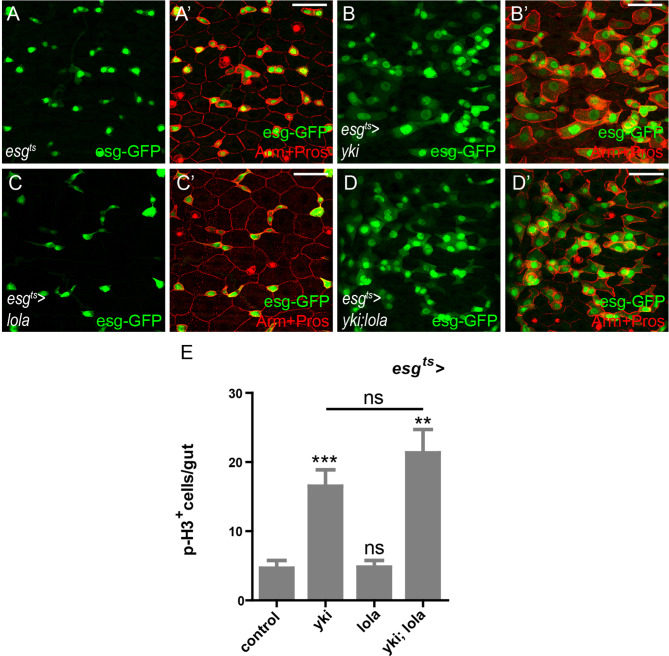
Lola and Yki regulate the midgut homeostasis in different means. (**A-F’**) Representative images of *Drosophila* adult midguts of *esg^ts^* (**A-A’**), *esg^ts^ >yki* (**B-B’**), *esg^ts^* >*lola* (**C-C’**), and *esg^ts^ >yki; lola* (D-D’) immunostained with Arm and Pros (red). ISCs and EBs are marked with esg-GFP (green). Merged images are shown in A’, B’, C’, and D’ (green and red). (**E**) Quantifications of the p-H3^+^ cell number in adult midguts with the indicated genotypes in A-D (n = 6, 6, 7, 9). Note that co-expression of *lola* and *yki* does not suppress the increase in the p-H3^+^ cell number induced by *yki* overexpression (ns p>0.05). Scale bars: 30 μm. Data are shown as mean ± SEM. ns p>0.05, **p<0.01, and ***p<0.001 by Student’s T-test. At least 10 midguts were dissected for each genotype. Confocal images were taken from the basal layer of the midgut where ISCs can be clearly visualized. Single layer image is shown.

Furthermore, *Dref* and *SkpA* mRNA levels were also elevated in *wts^x1^* clonal midguts (Figure 7—figure supplement 1F). Genetic interaction analysis between *wts* and *Dref* or *SkpA* showed that co-expression of *SkpA* or *Dref* RNAi in *wts* RNAi midguts dramatically reduced the increase in the GFP^+^ and p-H3^+^ cell number (Figure 7A, Figure 7—figure supplement 1E and G–H’), indicating that SkpA and Dref are both required for Wts function in midgut homeostasis. These results support our hypothesis that Wts stabilizes Lola such that *SkpA* and *Dref* expressions are transcriptionally suppressed, thereby restricting ISC proliferation.

Finally, RNA sequencing (RNA-seq) analysis using RNAs isolated from adult guts expressing *wts* RNAi, *lola* RNAi or *yki* using *Actin^ts^* identified a collection of 2116 differentially expressed genes (DEGs), using the R package DESeq2 (padj <0.05) (Figure 7G, Supplementary file 2) (Love et al., 2014). Based on the DEG heatmap and hierarchical cluster analysis, a high degree of similarity was detected between samples from *wts* and *lola* RNAi, suggesting strong functional correlation between Wts and Lola, but not Yki and Lola, in regulating midgut homeostasis. On the other hand, *lola* overexpression did not rescue the elevated GFP^+^ and p-H3^+^ cell number induced by *yki* overexpression (Figure 7—figure supplement 3A–E), reinforcing the notion that Lola restricts ISC proliferation in an Yki-independent manner. Taken together, these results suggest that while Wts regulates Lola and Yki in different means, Lola are functionally similar with Wts. Yki and Lola regulate the expression of different target genes, and direct different transcription programs in the process of Hippo-mediated ISC proliferation and midgut homeostasis (Figure 7H).

## Discussion

Mechanisms that regulate *Drosophila* midgut homeostasis and regeneration are complex and under a series of delicate controls. The Hippo pathway, which output is mainly transduced by the effector Yki-Sd complex, has been shown to be crucial for both midgut homeostasis and regeneration. In the present study, we identify a novel transcription factor Lola acting downstream of Hippo signaling to restrict ISC proliferation. The Hippo component Wts interacts with and stabilizes Lola in a Yki-independent manner. Lola then suppresses downstream *Dref* and *SkpA* expression levels to regulate ISC proliferation. Our results suggest that Lola is an effector of a non-canonical Hippo signaling pathway essential for ISC proliferation and midgut homeostasis (Figure 7H).

### Lola is a new player in Hippo-mediated ISC proliferation and midgut homeostasis

Our present findings suggest that Lola regulates ISC proliferation and midgut homeostasis. Reduced *lola* expression in both ISCs and ECs promotes ISC proliferation, indicating that Lola functions both cell-autonomously and non-cell-autonomously. These precursors remain correctly differentiated when Lola is absent, suggesting that Lola only affects ISC proliferation, but not differentiation. Similarly, inactivation of Hippo signaling also causes enhanced ISC proliferation, indicating the possibility that Lola functions downstream of Hippo. Consistent to the characterized phenotype for Hippo signaling inactivation, downregulating *lola* expression in ECs activates EGFR and JAK-STAT signaling, and Lola regulates Hippo downstream *bantam* expression levels in ISCs. Taken together, these results suggest that Lola regulates ISC proliferation and homeostasis likely via mechanisms involving Hippo signaling.

Our biochemical results strongly support that Lola is a Hippo component. Not only that Lola interacts with and is stabilized by Wts, our in vivo analysis of ISC proliferation also indicates that *lola* overexpression rescues the enhanced ISC proliferation induced upon Wts depletion, a phenotype not affected by Yki. These findings indicate that Lola functions downstream of Hippo signaling via interaction with Wts. In addition, four lines of evidence suggest that Lola functions independently of the Yki-Sd complex: first, *yki* mRNA and protein levels are not affected by Lola, suggesting that *yki* is not a Lola transcriptional target. Genetic interaction analysis also shows that neither Yki nor Sd suppresses the enhanced ISC proliferation induced by *lola* RNAi. Next, RNA-seq transcriptional profiles of samples expressing *lola* RNAi strongly correlate with the ones expressing *wts* RNAi, but not the ones expressing *yki*, indicating that Yki and Lola work downstream of Wts to mediate different outputs in terms of regulating ISC proliferation. Furthermore, Lola-Wts interaction does not affect Wts-Yki binding and Wts-mediated Yki phosphorylation, suggesting Wts regulates Yki and Lola via separate means. Finally, co-expression of *lola* and *yki* does not rescue the enhanced ISC proliferation induced by *yki* overexpression, indicating that Lola and Yki work independently from each other. These results demonstrate that Lola is a novel effector of Hippo signaling in regulating ISC proliferation and midgut homeostasis; Lola functions by interacting with Wts and in a manner independent of the Yki-Sd complex.

### Mechanisms of Lola-mediated ISC proliferation and midgut homeostasis

As a transcriptional suppressor, it is intriguing to speculate that Lola regulates downstream gene expression by suppressing their transcription levels, hence affecting ISC proliferation. Using ChIP-seq analysis and luciferase reporter assays, two distinct gene targets of Lola were identified: *Dref* and *SkpA*. Lola enrichment was detected on the *Dref* promoter and the 3’UTR region of *SkpA*, respectively, indicating that the repression modes of Lola on *Dref* and *SkpA* are different. 

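The peak at *Dref* (FBgn0015664) lay on chromosome 2L from 9967151 to 9967441 of release 6, with its summit at 9967307, a fold enrichment of 3.81, a −log10 p of 28.8 and rank 149 of 939. *Dref* lies on the minus strand and its TSS is at 9967229, so that the summit was 78 bp upstream. The divergent gene *RpL13* (FBgn0011272) starts 84 bp away at 9967313, and the summit was 6 bp upstream of that TSS. The peak overlapped the 5'UTRs in exon 1 of both genes, and the authors' list assigns it to *RpL13*. The peak at *SkpA* (FBgn0025637) lay on chromosome X from 658118 to 658387, with its summit at 658257, a fold enrichment of 3.88, a −log10 p of 30.1 and rank 146. *SkpA* lies on the plus strand from 656114 to 657899, and the peak started 219 bp past that end and overlapped no annotated gene. The authors' list assigns it to *SkpA* in the promoter class of 1 to 2 kb. The nearest annotated gene downstream, transposable elements left out, lies 21959 bp past the peak. Both peaks were single-copy. From the different positions of Lola at these genes, the paper proposes that their repression differs in mode.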

Transcription of these two genes are also directly repressed by *lola*. Downregulation of *Dref* or *SkpA* expression in gut precursors expressing either *wts* or *lola* RNAi rescues the enhanced ISC proliferation, providing the genetic evidence that Lola regulates ISC proliferation vis suppressing *Dref* and *SkpA* expression. Wts-mediated ISC proliferation also requires Lola and its downstream transcription targets *Dref* and *SkpA*. Moreover, co-expression of *Dref* RNAi and *yki* does not rescue the enhanced ISC proliferation induced by *yki* overexpression, reconfirming the Yki-independent mechanism of Lola repressing Dref/SkpA signaling in regulating ISC proliferation and midgut homeostasis (data not shown).

### Wts regulates lola stability

Due to its important role in ISC proliferation and midgut homeostasis, Lola protein levels are expected to be under precise and delicate controls. Interestingly, Wts physically interacts with Lola and Lola protein levels are regulated by Wts both in vitro and in vivo. It has been proposed that Wts and Mats colocalize in the cytoplasm or at the cell cortex, thereby restricting Yki in the cytoplasm (Dong et al., 2007; Oh and Irvine, 2008; Sun et al., 2015). Exceptions have been reported, however, that activated LATS1/2 (Wts in mammals) is accumulated in the nucleus, where it phosphorylates YAP (Yki in mammals) (Li et al., 2014). Based on these observations, it is feasible to speculate that Wts translocates to the nucleus and interacts with Lola, therefore regulating Lola protein stability. Our cell culture data further indicate a possibility of Lola translocation into the cytoplasm, and Wts interacts with Lola both in cytoplasm and nucleus. Despite the possibility of Wts translocation into the nucleus (or Lola translocation into the cytoplasm), Wts is unlikely to regulate Lola stability via phosphorylation, an event happened for Yki in the cytoplasm based on our results that Wts kinase activity is not required for Wts-Lola interaction. Furthermore, Wts-Lola interaction is independent of Wts-Yki interaction and Wts-mediated Yki phosphorylation, demonstrating that Wts controls Yki and Lola activity via separate and distinct mechanisms.

Our biochemical results provide further insights on possible mechanisms of how Wts controls Lola stability. Wts interacts with the C-terminal Lola, where the DNA binding zinc finger motifs reside. Deletion of zinc finger motifs does not affect Wts-Lola binding, nor Wts affects Lola enrichment on *Dref* or *SkpA* binding regions. These results suggest that Wts-Lola interaction and Lola binding to DNA are two independent events. Wts possibly interacts with Lola at the C-terminus in regions outside of the zinc finger motifs, structuring conformational changes which indirectly affect interaction between proteins and other parts of Lola such as the N-terminal BTB domain. It has been shown that BTB domain-containing proteins serve as both a linker and substrate adaptor within the Cul3-based E3 ligases (Furukawa et al., 2003; Geyer et al., 2003; Pintard et al., 2004). Proteins containing either the Leucine-rich repeats (LRR) or WD40 domain, such as the F-box protein in the SCF E3 complex, have been shown to mediate the degradation of BTB domain substrate adaptor (Wimuttisuk et al., 2014). Interestingly, our results indicate that Lola is degraded via a UPS-dependent mechanism and its ubiquitination is affected by the presence of Wts. Based on these findings, it is possible that Wts-Lola interaction modulates the interaction between Lola and other LRR or WD40-containing proteins, hence preventing Lola ubiquitination and degradation by the UPS system.

### Hippo-Lola signaling in normal midgut homeostasis

During stress or injury-induced regeneration, ISCs rapidly proliferate in order to replenish the cell loss in a short time (Amcheslavsky et al., 2009; Buchon et al., 2009a; Buchon et al., 2010; Buchon et al., 2009b). Abundant evidence has suggested that Yki is a central Hippo effector in the regeneration process. Not only that Yki protein levels and transcription levels of Hippo downstream target genes are upregulated during regeneration, loss of Yki in either precursors or ECs blocks DSS- or infection-induced ISC proliferation, respectively. *yki* overexpression also leads to activation of EGFR and JAK-STAT signaling pathways (Karpowicz et al., 2010; Ren et al., 2010; Shaw et al., 2010; Staley and Irvine, 2010). These results suggest that Yki and Hippo signaling are important for midgut regeneration.

Unlike regeneration, normal midgut homeostasis only requires a basal level of cell turnover and ISCs proliferate to a minimum extent to maintain the need (Antonello et al., 2015; Jiang et al., 2011). During normal condition, Hippo signaling restricts ISC proliferation, thus serving an inhibitory role in regulating ISC proliferation and midgut homeostasis. Inactivation of Wts or Hpo, similarly as *yki* overexpression, leads to inactivation of Hippo signaling, thus enhancing ISC proliferation (Karpowicz et al., 2010; Ren et al., 2010; Shaw et al., 2010; Staley and Irvine, 2010). Nonetheless, Yki inactivation does not affect ISC proliferation, raising the argument that Yki is not as prominently needed in midgut homeostasis as in regeneration. Conserved and similarly in mammals, depletion of Yki homologs YAP1 and/or TAZ protein in the intestine does not affect normal homeostasis, indicating that YAP1 (Barry et al., 2013; Cai et al., 2010; Camargo et al., 2007) and TAZ (Azzolin et al., 2014) might be dispensable under normal conditions. Our results that Lola mediates ISC proliferation via non-canonical Hippo signaling resolve the argument by supporting a complementary yet equally important role for Lola during Hippo-mediated ISC proliferation and midgut homeostasis. Upstream components might trigger Hippo signaling via controlling Wts protein levels instead of Wts phosphorylation, hence regulating Lola stability. Whereas Yki is critically needed during injury-induced regeneration, Lola plays a more fundamental and maintenance role during homeostasis, a process that Yki is dispensable. Collectively, our work uncovers a novel mechanism that Hippo regulates ISC proliferation via Lola-mediated non-canonical downstream signaling; Hippo-Lola signaling controls ISC basal proliferation and midgut homeostasis, whereas Yki in the canonical Hippo signaling controls rapid ISC proliferation during regeneration.

In the present study, we uncover a novel transcription factor Lola that functions downstream of Hippo signaling in regulating *Drosophila* midgut homeostasis. During normal homeostasis and maintenance, the Wts-Lola-Dref/SkpA signaling axis serves as a critical mediator restricting ISC proliferation, adding another layer of complexity in the regulatory mechanism of ISC proliferation. Considering the importance of Hippo signaling in intestinal diseases and tumorigenesis, our findings provide new insights on developing potential biomarkers or strategies of therapeutic targets for anti-cancer research.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Drosophila melanogaster*)	*lola*		FBgn0283521	
Cell line (*Drosophila melanogaster*)	S2	ATCC	ATCC CRL-1963 RRID:CVCL_Z232	
Genetic reagent (*Drosophila melanogaster*)	UAS-*lola* RNAi	Vienna *Drosophila* Resource Center	VDRC12574	
Genetic reagent (*Drosophila melanogaster*)	UAS-*lola* RNAi	Vienna *Drosophila* Resource Center	VDRC12573	
Genetic reagent (*Drosophila melanogaster*)	UAS-*lola* RNAi	Fly Stocks of National Institute of Genetics	NIG12052 R-1	
Genetic reagent (*Drosophila melanogaster*)	FRT^42D^*lola^5D2^*	Bloomington *Drosophila* Stock Center, PMID: 8050351	Bloomington #28266	
Genetic reagent (*Drosophila melanogaster*)	UAS-*wts* RNAi	Vienna *Drosophila* Resource Center, PMID: 21666802	VDRC9928	
Genetic reagent (*Drosophila melanogaster*)	UAS-*wts* RNAi	Bloomington *Drosophila* Stock Center, PMID: 23989952	Bloomington #34064	
Genetic reagent (*Drosophila melanogaster*)	UAS-*wts^EPG4808^*	Bloomington *Drosophila* Stock Center, PMID: 21278706	Bloomington #30099	
Genetic reagent (*Drosophila melanogaster*)	FRT^82B^*wts^x1^*	PMID: 7743921		
Genetic reagent (*Drosophila melanogaster*)	FRT^42D^*yki^B5^*	PMID: 16096061		
Genetic reagent (*Drosophila melanogaster*)	UAS-*yki* RNAi	PMID: 16096061		
Genetic reagent (*Drosophila melanogaster*)	UAS-*yki*	PMID: 16096061		
Genetic reagent (*Drosophila melanogaster*)	FRT^19A^*sd^∆B1^*	PMID: 18258485		
Genetic reagent (*Drosophila melanogaster*)	UAS-*sd* RNAi	PMID: 18258485		
Genetic reagent (*Drosophila melanogaster*)	UAS-*Dref* RNAi	Vienna *Drosophila* Resource Center	VDRC22209	
Genetic reagent (*Drosophila melanogaster*)	UAS-*Dref* RNAi	Bloomington *Drosophila* Stock Center	Bloomington #31941	
Genetic reagent (*Drosophila melanogaster*)	UAS-*SkpA* RNAi	Bloomington *Drosophila* Stock Center	Bloomington #32870	
Genetic reagent (*Drosophila melanogaster*)	UAS-*SkpA* RNAi	Bloomington *Drosophila* Stock Center	Bloomington #32991	
Genetic reagent (*Drosophila melanogaster*)	*MS1096-Gal4; UAS-Dicer2*	PMID: 10557210		
Genetic reagent (*Drosophila melanogaster*)	*esg-Gal4/UAS-GFP*; *tubGal80^ts^*	PMID: 16340959		
Genetic reagent (*Drosophila melanogaster*)	*MyoIA-Gal4/UAS-GFP; tubGal80^ts^*	PMID: 16340959		
Genetic reagent (*Drosophila melanogaster*)	*MyoIA-Gal4; tubGal80^ts^*	a gift from Rongwen Xi, National Institute of Biological Sciences, Beijing, China		
Genetic reagent (*Drosophila melanogaster*)	*Upd3-LacZ*	a gift from Rongwen Xi		
Genetic reagent (*Drosophila melanogaster*)	*bantam-lacZ*	PMID: 18258485		
Genetic reagent (*Drosophila melanogaster*)	*Stat-GFP*	PMID: 17008134		
Genetic reagent (*Drosophila melanogaster*)	*hsflp[122]; act > CD2>Gal4; UAS-Dicer2, UAS-GFP*	PMID: 9428512		
Genetic reagent (*Drosophila melanogaster*)	UAS-*lola*	This paper		generated by microinjection
Antibody	anti-Delta (mouse monoclonal)	DSHB	Cat# c594.9b, RRID:AB_528194	IF (1:100)
Antibody	anti-Prospero (mouse monoclonal)	DSHB	Cat# Prospero (MR1A), RRID:AB_528440	IF (1:2000)
Antibody	anti- Arm (mouse monoclonal)	DSHB	Cat# N2 7A1 ARMADILLO, RRID:AB_528089	IF (1:500)
Antibody	anti-p-H3 (rabbit polyclonal)	Cell Signaling	Cat# 9701, RRID:AB_331535	IF (1:2000)
Antibody	anti-dpERK (rabbit monoclonal)	Cell Signaling	Cat# 4370, RRID:AB_2315112	IF (1:1000)
Antibody	anti-β-gal (rabbit polyclonal)	Thermo Fisher	Cat# A-11132, RRID:AB_221539	IF (1:500)
Antibody	anti-Phalloidin-TRITC	PMID: 28242614		IF (1:20000)
Antibody	anti- Cleaved Caspase-3 (rabbit polyclonal)	Cell Signaling	Cat# 9661, RRID:AB_2341188	IF (1:100)
Antibody	anti-Pdm1	a gift from Xiaohang Yang, Zhejiang University, China		IF (1:500)
Antibody	anti-Dref	a gift from Masamitsu Yamaguchi, Kyoto Institute of Technology, Japan		IF (1:100)
Antibody	anti-Yki	PMID: 23999857		IF (1:100) produced by immunizing rabbits with the Yki peptide of amino acids 180–418
Antibody	anti-Lola	This paper		IF (1:100) produced by immunizing rabbits with the peptide of Lola amino acids 1–467

### Plasmids and cloning

The full length *lola* DNA fragment (*lola-RD*: 2247 bp) was amplified from *Drosophila* cDNA (BDGP DGC clone *LD28033*) by PCR. *LolaN* and *C* are truncated *lola* variants with 1–1110 bp and 1111–2247 bp, respectively. *Lola ∆ZF1*, *∆ZF2*, and *∆ZF12* are truncated *lola* variants deleting 1435–1498 bp, 1525–1596 bp, and 1435–1596 bp, respectively. For expression in S2 cells and flies, the DNA fragments mentioned above were cloned in frame with the Flag-tag in the *pUAST-Fg* vector according to the standard protocols. The NLS and NES sequences were listed as follow:

NLS: 5’-CCTAAGAAGAAGAGGAAGGTT-3’
NES: 5’-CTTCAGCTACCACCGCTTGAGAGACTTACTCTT-3’

### *Drosophila* Stocks and Genetics

The fly stocks used in this study are listed in the Key Resources Table.

### Temperature-controlled expression

The experiment using *esg-Gal4/UAS-GFP; tubGal80^ts^* and *MyoIA-Gal4/UAS-GFP; tubGal80^ts^* were crossed and cultured at 18°C to restrict Gal4 activity. The F1 adult flies were shifted to 29°C for 5 days to induce transgene expression. 10 female adult flies at least were dissected for each genotype, followed by immunostaining, microscopy, and statistical analysis.

### MARCM clonal analysis

GFP positive mutant clones were generated using the MARCM system. Flies were crossed and raised at 25°C, F1 adult flies with designated genotypes were subjected to heat shock at 37°C for 1 hr and then cultured at 25°C or 18°C for days specified before dissection. Clones of more than 10 midguts were analyzed in each group.

### Immunohistochemistry

All immunostaining experiments were done on midguts of female flies. The guts were dissected and fixed in 4% formaldehyde (Sigma) for 1 hr and washed three times in PBS supplemented with 0.1% Triton X-100 (PBS-T). The guts were incubated in the primary antibody diluted in PBS-T overnight at 4°C, followed by three washes with PBS-T. After incubation with a second antibody at room temperature for 1 hr, midguts were washed for 3 times and mounted in PBS/glycerol medium with DAPI. Primary antibodies used in this study are listed in the Key Resources Table.

### Microscopy and statistical analysis

Fluorescent microscopy was performed on a Leica LAS SP8 confocal microscope; confocal images were obtained using the Leica AF Lite system. Confocal images from the basal layer of the posterior midguts (sub-region R5a, https://flygut.epfl.ch/overview) where ISCs can be clearly visualized were taken under 40 × objective. Single layer image is shown. The quantification of p-H3^+^ cell per guts was undertaken by counting the p-H3^+^ cell numbers over the whole gut of indicated genotypes. The p-H3^+^ cell number quantification data were statistically present as average with the standard error of mean (SEM) and p-values of significance is calculated by Student’s T-test (tails = 2, Two-sample unequal variance): * is p<0.05, ** is p<0.01, *** is p<0.001, ns is no significance with p>0.05.

To quantify the expression of indicated protein in Figure 5 and Figure 6, the intensity of the indicated proteins and GFP signal in the view region was analyzed using the Leica AF Lite system. For each group, 50 (GFP^−^) of which were quantified as wild type and 50 (GFP^+^) were quantified as *lola^5D2^* or *wts^x1^*. The quantification data were statistically present as average with the standard error of mean (SEM) and p-values of significance is calculated by Student’s T-test (tails = 2, Two-sample unequal variance): * is p<0.05, ** is p<0.01, *** is p<0.001, ns is no significance with p>0.05.

### Real-time PCR

Total RNAs were extracted from 10 midguts of 5-day-old female flies or 20 wing discs from third-instar larvae with indicated genotypes using Trizol Reagent (Invitrogen), and the cDNAs were synthesized using ReverTra Ace synthesis kit (Toyobo). Real-time PCR was performed using the SYBR Green Real-time PCR Master Mix (Toyobo) reagent with the ABI7500 System. Results were repeated for three independent biological replicates. *RpL32* was used as a normalized control. The RT-PCR data were statistically present as average with the standard error of mean (SEM) and p-values of significance were calculated by Student’s T-test (tails = 2, Two-sample unequal variance) in Excel: * is p<0.05, ** is p<0.01, *** is p<0.001, ns is no significance with p>0.05.

### Cell line

S2 *Drosophila* cells from ATCC Ref: CRL-1963 were used. The identity has been athenticated (STR profiling). No mycoplasm contamination.

### Cell culture, Transfection, Immunoprecipitation, Ubiquitination assay, Western blot and immunostaining

S2 cells were cultured in *Drosophila* Schneider’s Medium (Invitrogen) with 10% fetal bovine serum, 100 U/ml of penicillin, and 100 mg/ml of Streptomycin. Plasmid transfection was carried out using X-tremeGENE HP DNA Transfection Reagent (Sigma) according to manufacturer’s instructions. A *ubiquitin-Gal4* construct and the indicated constructs (cloned into *pUAST* expression vectors) were co-transfected for all transfection experiments. CHX (50 mg/ml, Sigma) was used to inhibit nascent protein synthesis. MG132 (50 mg/ml, Sigma) and MG-101 (50 mg/ml, Sigma) were used to inhibit the UPS activity. E64 (50 mM; Sigma) and Leupeptin (50 mM; Sigma) were used to inhibit lysosome function. Immunoprecipitation, Ubiquitination assay, Western blot and immunostaining were performed according to standard protocols as previously described (Guo et al., 2013; Zhang et al., 2008; Zhang et al., 2006).

### RNA interference in S2 *Drosophila* cells

For RNAi in S2 cells, primers were designed as follows: *Renilla*-dsRNA-F (use as control) (5’- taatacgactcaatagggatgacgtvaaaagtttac −3’); *Renilla*-dsRNA-R (use as control) (5’- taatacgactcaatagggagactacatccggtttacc −3’); *lola*-dsRNA-F (5’- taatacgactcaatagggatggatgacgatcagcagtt −3’); *lola*-dsRNA-R (5’- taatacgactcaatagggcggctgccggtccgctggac −3’).

PCR reactions were used as templates for in vitro RNA production (in vitro Transcription T7 kit, Takara), and RNAs were purified using isopropyl-alcohol. dsRNAs were then annealed (68°C for 10 min and 37°C for 30 min). To perform knockdown experiment, S2 cells were diluted into 1 × 10^6^ cells ml^−1^ with serum free medium for 1 hr starvation with 15 μg dsRNA.

### ChIP

ChIP assays were performed using S2 cells. Cells were cross-linked for 15 min at 37°C in 1 ml of 1% formaldehyde in PBS buffer. The cross-linking was stopped by adding Glycine to a final concentration of 0.125M. Next, fixed cells were washed for 10 min in 1 ml ice-cold PBS for three times. Cells were sonicated in 1 ml sonication buffer (50 mM Hepes-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, pH 8.0, 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS, and proteinase cocktail) with a Bioruptor sonicator. The sonication yielded genomic DNA fragments with an average size of about 200 bp. After centrifugation, lysates were incubated with 4 μg antibody for 4 hr (or overnight); 40 μl protein A/G PLUS agarose (Santa Cruz) was then added and incubated for another 4 hr (or overnight) on a rotator at 4°C. Beads were washed three times with the ChIP wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, pH 8.0, 150 mM NaCl, and 20 mM Tris-Cl, pH 8.0), and then washed again with ChIP final wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, pH 8.0, 500 mM NaCl, and 20 mM Tris-Cl, pH 8.0). Genomic DNA was eluted with elution buffer (1% SDS and 100 mM NaHCO_3_) at 65°C for 30 min. 5 M NaCl was added to a final concentration of 200 mM for further incubation at 65°C for 4 hr (or overnight). Then, 0.5 M EDTA and 20 mg/ml proteinase K were added until their final concentrations were 5 mM and 0.25 mg/ml, respectively. The resulted mixture was incubated at 55°C for 2 hr to digest the protein. Genomic DNA was purified with a DNA purification kit (QIAGEN) and subjected to high throughput sequencing or real-time PCR.

The ChIP-seq data were deposited in the Gene Expression Omnibus (accession number GSE136999). The list of top 500 peaks of Lola ChIP-seq profile is shown in Supplementary file 1 in detail.

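All 500 peaks of Supplementary file 1 had identical coordinates in the deposited list, and they were the 500 peaks with the highest −log10 p. The lowest −log10 p among them was 9.51 and the lowest fold enrichment was 1.40. Their median fold enrichment was 2.89, against 1.62 for the other 439 peaks. They were assigned to 417 gene identifiers. Of the 500 peaks, 137 were multi-copy, and 30 of these lay in the repeated histone genes.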

### Luciferase reporter assay

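The TSS of *Dref* at position 9967229 on chromosome 2L is the only one annotated. Counted from it on the minus strand, the segment of *Dref-luc-1* corresponds to 9967187 to 9967533, which is 347 bp long and contains 255 of the 291 bp of the Lola peak. The segment of *Dref-luc-2* corresponds to 9967232 to 9967440, and its 209 bp lie wholly within the peak. Both segments contain the peak summit and both annotated TSSs of *RpL13*, at 9967313 and 9967330. The TSS of *Dref* lies inside *Dref-luc-1* and outside *Dref-luc-2*. The reference sequence of the peak, on the plus strand, is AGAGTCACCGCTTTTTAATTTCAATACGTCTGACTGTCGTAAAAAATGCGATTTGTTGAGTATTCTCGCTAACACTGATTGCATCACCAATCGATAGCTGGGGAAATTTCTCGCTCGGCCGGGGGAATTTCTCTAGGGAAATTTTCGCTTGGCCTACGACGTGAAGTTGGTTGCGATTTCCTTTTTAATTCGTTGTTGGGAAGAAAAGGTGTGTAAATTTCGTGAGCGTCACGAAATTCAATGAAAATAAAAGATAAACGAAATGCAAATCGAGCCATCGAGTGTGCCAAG.

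**Figure D2:**
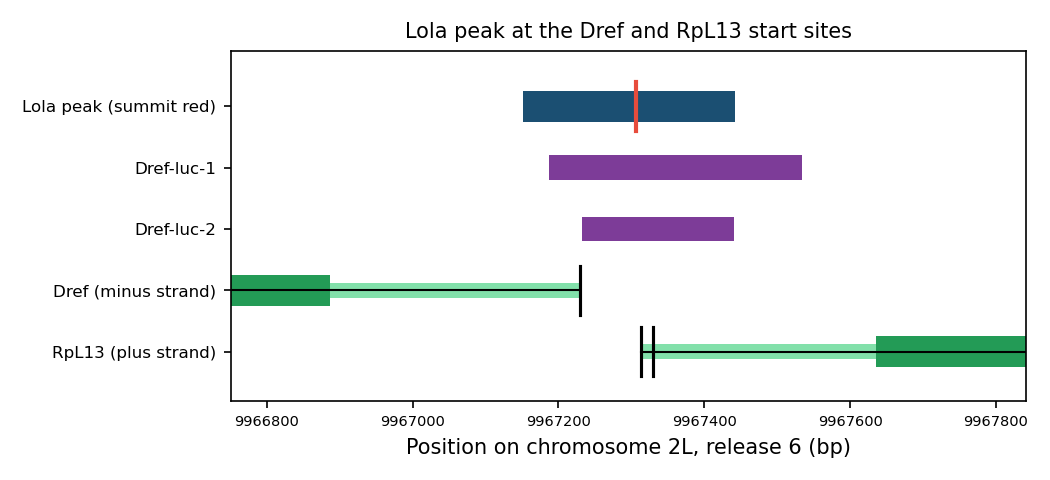
Map of the *Dref* and *RpL13* start sites by position on chromosome 2L (bp, horizontal axis), with the Lola peak (blue, summit red), the reporter segments (purple), coding sequence (thick green), UTRs (thin green) and TSSs (vertical black lines). The peak spans the 84 bp between the start sites.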

To generate the *Dref-luc-1* or *Dref-luc-2* reporter genes, 2 DNA segments covering Lola-binding region of *Dref* were subcloned between BglII and KpnI sites of the pGL3-Promoter vector (*Dref-luc-1*: −304 to +43*, Dref-luc-2:* −211 to −3), respectively. 

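Transcripts of *SkpA* start at 656114, 656356, 656673 and 657074 on chromosome X. Counted from 656673, the segment of *SkpA-luc-1* corresponds to 658056 to 658388 and contains all 270 bp of the Lola peak, and that of *SkpA-luc-2* corresponds to 658130 to 658276 and lies within the peak. Counted from any of the other TSSs, neither segment overlaps the peak, so 656673 was used here. On this count both segments start past the annotated end of *SkpA*. The reference sequence of the peak, on the plus strand, is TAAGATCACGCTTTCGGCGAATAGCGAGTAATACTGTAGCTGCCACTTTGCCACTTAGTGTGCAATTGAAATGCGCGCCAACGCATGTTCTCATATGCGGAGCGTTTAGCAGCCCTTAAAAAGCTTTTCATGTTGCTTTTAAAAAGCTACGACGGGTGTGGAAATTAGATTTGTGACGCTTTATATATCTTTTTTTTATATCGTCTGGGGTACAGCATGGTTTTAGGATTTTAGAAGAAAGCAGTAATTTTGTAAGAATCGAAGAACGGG.

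**Figure D3:**
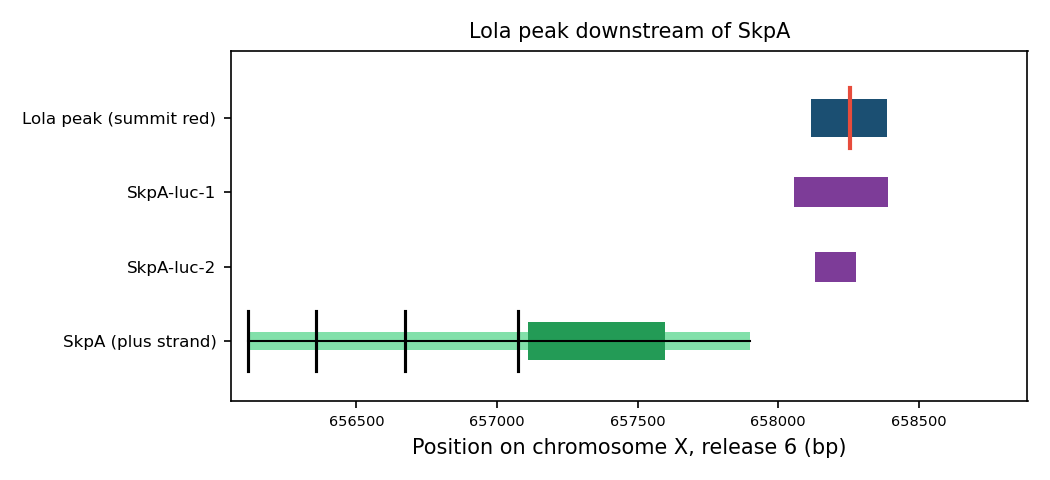
Map of *SkpA* by position on chromosome X (bp, horizontal axis), with the Lola peak (blue, summit red), the reporter segments counted from 656673 (purple), coding sequence (thick green), UTRs (thin green) and TSSs (vertical black lines). The peak lies to the right of the annotated end of the gene.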

For *SkpA-luc-1* or *SkpA-luc-2*, 2 DNA segments covering Lola-binding region of *SkpA* were subcloned downstream of the luciferaser gene into the BamHI site of the pGL3-Promoter vector (*SkpA-luc-1*: +1384 to +1716*, SkpA-luc-2:* +1458 to +1604), respectively.

For luciferase reporter assays, S2 cells were transfected with indicated reporters and copia-renilla luciferase reporter constructs in 24 well plate together with *Fg-Lola* or *Fg-Lola∆ZF12* expressing constructs. Cells were incubated for 48 hr after transfection. The reporter assay was performed using the Dual-Luciferase reporter assay system (Promega). Dual-Luciferase measurements were performed in triplicate using GloMax-Multi JR Single-Tube Multimode Reader. The DLR data were statistically present as average with the standard error of mean (SEM) and p-values of significance is calculated by Student’s T-test (tails = 2, Two-sample unequal variance) in Excel: * is p<0.05, ** is p<0.01, *** is p<0.001, ns is no significance with p>0.05.

### RNA-seq and statistical analysis

The transcriptomes were generated by RNA sequencing (RNA-seq) analysis using RNAs isolated from adult guts expressing *wts* RNAi, *lola* RNAi or *yki* using *Actin^ts^*. 30 midguts dissected from indicated genotypes incubated for 5 days at 29°C were dissected to extract total RNAs per sample for RNA-Seq experiment.

After assessing RNA quality with Agilent Bioanalyzer, mRNAs were enriched by poly-A pull-down from total RNA samples (3 ug mRNA per sample, RIN >7 required). Then, sequencing libraries constructed with Illumina TruSeq Stranded mRNA Sample Prep Kit were sequenced using Illumina HiSeq X ten. We sequenced about 26M paired-end 150 bp reads for each sample.

After quality check with fastqc (version 0.11.8), we mapped the reads to an index of *Drosophila melanogaster* reference genome (BDGP6) using Hisat2 (version 2.1.0) (Kim et al., 2015). Then we converted sam files to bam files with samtools (version 1.9; Li et al., 2009). The aligned reads were assigned to genes using annotations from Ensembl (*Drosophila_melanogaster*.BDGP6.94.gtf) and HTseq-count (version 0.11.2) (Anders et al., 2015). The differentially expressed genes (DEGs) were identified using R package DESeq2 (version 1.25.12) (Love et al., 2014). Compared with the control group, genes with padj (adjusted p-value, corrected p-value after Multiple Comparisons by method 'BH' which DESeq2 provided)<0.05 were defined as DEGs. The union of all the DEGs from 3 groups of samples emerged into a cellection of 2116 DEGs.

The heatmap of the DEGs and hierarchical cluster analysis were employed to examine the correlation of gene expression pattern from indicated samples. We converted gene counts to Z-score to center and scaled the numeric matrix by R generic function ‘scale’. The R package ComplexHeatmap (version 1.20.0) was used to draw the heatmap of the DEGs’ expression from indicated samples (Gu et al., 2016). We used euclidean method to calculate distance between these two vectors in Hierarchical cluster analysis, and ward.D2 is used as the agglomeration method.

The raw RNA-seq data was deposited in the Sequence Read Archive (accession number SRP220236). The expression of 2116 DEGs indicated by reads counts of the RNA-seq profiles are shown in Supplementary file 2.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE136999, and SRA under accession code SRP220236. All data generated or analysed during this study are included in the manuscript. The following datasets were generated: XueHao2019Wts/Lola/Yki-induced intestinal stem cell (ISC) overproliferation affects gene expression in fly midgutSequence Read ArchiveSRP220236 HaoXYuWZhangL2019Genome-wide binding of Lola in S2 cellsNCBI Gene Expression OmnibusGSE136999

How the deposited data were processed for this re-analysis (not part of the article)

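Lola binding was profiled by ChIP-seq in S2 cells, with 1 ChIP library and 1 input DNA library. The authors deposited a peak list for the ChIP library; values of the input library were not used here. The authors' processing before deposition is not named in the text of the paper or in the labels. The deposited fold enrichment of each peak is a ratio, and what it is relative to is not stated. The authors also gave each peak a −log10 p and another −log10 column under the same heading. The lowest value of that column corresponds to 0.0487 on the linear scale, the form of a q-value threshold of 0.05. The deposited distance to the TSS, the peak width and the summit offset are in bp. The depth of the libraries is unknown, so no interval for a peak's enrichment can be given, and the Wilson intervals cover only the number of peaks.

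The mapping of the samples followed the paper, the library titles and the protocol. The antibody field of the ChIP library's labels names H3K4me2 in place of Lola, and this conflict is not resolved here.

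Positions were compared with the release 6 genome and the Ensembl release 115 annotation. The distance from each summit to the nearest TSS left out the TSSs of transposable elements. Shares of peaks were compared with 10000 uniform placements on the same chromosomes, in one-sided tests. Uniform placement does not match chromatin accessibility, GC content or the part of the genome to which reads can be mapped. The top 500 peaks were compared with the others by two-sided Fisher's exact tests. Each 6-base word, collapsed with its reverse complement, was compared by Fisher's exact test between the 100 bp around the summits and 2 flanking windows of 50 bp that start 300 bp away, with Benjamini-Hochberg adjustment, in peaks whose windows met no other peak. Median fold enrichments were compared by 100000 permutations. Peaks near chromosome ends were also compared with random intervals of the same copy class, from 40 intervals drawn per peak. A chromosome end is either end of a reference sequence, and for arms such as 2R that includes the centromere side. Peaks are not independent replicates, and each of these tests compares peaks within 1 library.

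The shuffle tests, the comparison of the top 500, the 6-base word test and their alternatives were fixed before the deposited data were examined, apart from 3 alternatives. The paper's list of its top 500 peaks, all of them part of the deposited list, had been read by then. The shuffle test near chromosome ends was chosen because strong peaks near ends had been seen in that list. The multi-copy class, at least 50% of a peak's 31-base words found elsewhere, the TSSs of transposable elements and the removal of the histone gene repeat were added after the data were examined, as were the permutation tests of fold enrichment and the tests of explanations. The genes named were, by a rule set at the same time, the targets and pathway genes the paper names, the 5 peaks with the highest −log10 p, and the gene to which the authors assigned a target's peak. The paper's list of its top 500 peaks had been read before that rule was written. The histone genes, *CG2121* and the AAAGCT word were singled out after their values were seen.

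The 6-base word test was tested on 800 simulated peaks with a word planted in 200 of them. It called that word and 7 others, and all 7 share 5 bases with it. On the deposited peaks it called 194 enriched and 182 depleted words. The simulation therefore does not show how specific the calls on the deposited peaks are. The shuffle test was tested on 900 simulated summits. With 40% planted at TSSs this permutation of positions gave p = 0.000999, and with none planted it gave p = 0.882.

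Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. ChIP-qPCR, luciferase and midgut experiments were not analysed here. The counts of the paper's Supplementary file 2 were used only for the other observations, as the paper's values.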

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

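The tests of explanations below were chosen after the results were seen, except that those on random intervals, on other promoters, on the places of further copies and on intervals of the same copy class were set out before their own values were seen. No condition, dose or time point was compared in this 1 library, so no biological explanation was tested against a control group.

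In 49.0% of single-copy peaks (253 of 516), the 100 bp around the summit contained the word AAAGCT or its reverse complement, which the paper does not report. In the flanking windows of the same peaks the share was 9.50%. The excess in single-copy peaks goes against repeated sequence counted many times. Promoter composition was tested at 33391 positions with the same offsets from TSSs of protein-coding genes that had no peak within 2000 bp, and 6.94% contained the word, against 54.2% of the single-copy peaks at TSSs. Of 119 other words with the same base composition, the most frequent was found at 11.5% of single-copy summits. The share was 80.7% in single-copy peaks of ranks 1 to 100 and 11.1% in those of ranks 501 to 939. This rise with rank does not by itself test an antibody against a histone mark in place of the Lola antibody, which a field of the labels names. The word was also found in 39.6% of single-copy peaks beyond 1000 bp of a TSS, and 358 of 13875 protein-coding genes other than ribosomal protein genes had a single-copy peak within 1000 bp of a TSS. These values weigh against a mark found at promoters in general, but without a profile of the mark in these cells the pattern cannot be told apart from that explanation. A sequence preference of the precipitated protein remains a hypothesis. The word was absent from the *Dref* peak and both *ec* peaks. Counting both strands, the *SkpA* and *pdm3* peaks had 3 occurrences each and the *Oli* peak had 2. The 2 in the *Oli* peak overlap each other on opposite strands, as do 2 of the 3 in the *SkpA* peak.

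Of all peaks, 45.0% were multi-copy. Random intervals of the same widths on the same chromosomes were multi-copy in 16.4% on average (14.5 to 17.4% over 5 draws), so the share of such sequence in the genome does not account for the number. Multi-copy summits had the word AAAGCT in 4.26% of peaks, and their flanks in 8.27%. Read background in repeats is therefore a candidate explanation for many of these peaks; binding that does not involve the word was not tested. A difference in copy number between S2 cells and the reference was not tested, because the input library was not analysed here.

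Within 100 kb of a chromosome end lay 28 peaks (2.98%), against a mean of 11.0 in random placements (one-sided permutation test by shuffled positions, p = 0.0001, the smallest that 10000 placements can give). An end here is either end of a reference sequence, so arms such as 2R also count their centromere side. Both kinds of end were pooled here and in the tests below. Strong peaks near ends had been seen in the paper's list before the test was chosen, so its p-value is not independent of that observation. Of the 28, 24 were multi-copy, and 14 were among the 50 peaks with the highest −log10 p. Among single-copy peaks, 4 of 516 lay near ends (p = 0.691 in the permutation test by shuffled positions), but that test leaves repeated sequence open as an explanation, because the placements were not limited to single-copy sequence and the class leaves out 24 of the 28 peaks. Of the 4, 3 were among the 50 strongest, and 3 had 39.6 to 42.9% of their 31-base words elsewhere in the genome, not far below the limit of the class. Each class was therefore compared with random intervals of the same class, widths and chromosomes, in 10000 draws. The 24 multi-copy peaks near ends compare with a mean of 19.3 (one-sided permutation test by random draws, p = 0.138), and the 4 single-copy peaks with a mean of 1.93 (p = 0.128 in the same permutation test). Neither excess was past 0.05, so more multi-copy sequence near the ends than elsewhere is a candidate explanation of the number of these peaks. The median fold enrichment was 2.08 for the 24 multi-copy peaks near ends and 1.59 for the other 399 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The strength of some end peaks had been seen before this test was chosen, so its p-value is not independent of that observation. The 24 peaks were also unlike each other. Of these, 11 were among the 50 strongest, with fold enrichments from 3.99 to 7.93, and the rest ranged from 1.27 to 2.20. The same weak background as in other repeats does not account for the strength of the 11, but is left open for the rest. A repeat family shared between chromosome ends was tested on the 11 multi-copy end peaks among the 50 strongest. Of the further places where their 31-base words occur, 2195 lay within 100 kb of an end, 3186 elsewhere and 2852 on unplaced sequences. The places within 100 kb of an end were 26.7% of all these, unplaced ones included. Regions within 100 kb of an end make up 1.02% of the 7 chromosomes, without the unplaced sequences, so the 2 shares have different bases. The share of 26.7% would rise to 61.3% if all 2852 unplaced places were near ends, so this explanation is left open. The value of 61.3% was added after the share of 26.7% was seen.

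The repeated histone genes held 92 peaks, 9.80% of all peaks and 20.6% of those within 1000 bp of a TSS. All 92 were multi-copy, and their fold enrichment ranged only from 1.37 to 1.92. Binding at every unit would look the same as reads shared between units, so the 2 cannot be told apart.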

How the results depend on the processing

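The share of peaks within 1000 bp of a TSS was above random placement under all 10 alternatives, with shares from 38.8 to 64.7% (permutation test by shuffled positions, p = 0.0001 each, the smallest that 10000 placements can give). The excess of TSS peaks in the top 500 was found under all 5 alternatives, with odds ratios from 2.67 to 3.57 and p from 1.28e-20 to 1.22e-06.

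The number of peaks fell to 736 with peaks under 1000 bp apart merged, to 449 with a fold enrichment of at least 2, to 474 with a −log10 p of at least 10, to 581 with peaks under 10000 bp apart merged, and to 516 with single-copy peaks only. These settings remove or join peaks by design.

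The share of peaks near chromosome ends was above random placement under 4 of 5 alternatives, with p up to 0.0006. With single-copy peaks only, an alternative chosen after the data were examined, the share was 0.775%, below the random mean of 0.904% (permutation test by shuffled positions, p = 0.691). These placements were not limited to single-copy sequence, and random single-copy intervals gave a mean of 0.373%, below the share of the peaks.

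The number of enriched 6-base words was 194. It was 140 with peaks within 1000 bp of a TSS only and 65 with a fold enrichment of at least 2. It was 102 with flanks that start 600 bp away and 75 with single-copy peaks only. The number of words depleted at summits was 182, and 142, 85, 117 and 98 under these alternatives in the same order. Under all 4 alternatives it was above the number of enriched words. The cause of these changes was not tested. AAAGCT had the lowest p of the enriched words under all 4 alternatives, with adjusted p from 3.66e-47 to 1.21e-23.

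In the samples labelled *lola* RNAi, the scaled *lola* counts were not lower than in the control. The odds ratio for listed genes with a peak to be higher in these samples was 0.689 (Fisher's exact test, p = 0.103). It was 0.629 (Fisher's exact test, p = 0.0371) when the counts were scaled by their totals, and the p over the alternatives for these samples with 2 samples per group ranged from 0.0371 to 0.191. Total scaling moved the share of the other listed genes that were higher from 46.1 to 57.6%, and of those with a peak from 37.1 to 46.1%; the cause was not tested. For the samples labelled *lola* RNAi, the odds ratio ranged from 0.698 to 0.817 across the fits that each left out one replicate. With *yki* overexpression in their place it was 1.02.

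No paired analysis was possible because the series has 1 ChIP library. The unknown depth limits every statement on the strength of single peaks.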

Differences from the paper's values

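The paper's top list has 500 peaks, and all 500 were found in the deposited list.

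The paper's text puts the number of binding sites at a higher order of magnitude than the deposited list. The list holds 939 peaks, and every setting that was run gave fewer.

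The paper states that Lola binds mainly around TSSs and promoters. Within 1000 bp of a TSS lay 47.5% of the summits, and 58.5% lay within 3000 bp. Of the settings at 1000 bp fixed before the data were examined, the share was 63.9% with a fold enrichment of at least 2, 59.9% with a −log10 p of at least 10 and 50.2% without chromosomes 4 and Y, and it stayed under 50% with the authors' distances (48.8%) and with protein-coding TSSs only (43.6%). Among settings chosen after the values were seen, it was 64.7% in single-copy peaks, 53.9% with the TSSs of transposable elements added and 41.8% without the peaks in the histone gene repeat.

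The paper places Lola at the 3'UTRs of *SkpA* and *pdm3*. In the release 115 annotation, the *SkpA* peak starts 219 bp past the end of the gene and the *pdm3* peak 351 bp past the end of the gene.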

Other observations

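The test of ribosomal protein genes was chosen only after the *Dref* peak was seen. The test of direction under *lola* RNAi was fixed before the data were examined, but its reading as a test of repression was set out after its result was seen. Across the closing section, 13 explanations were tested.

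The pathway genes *lola*, *wts*, *hpo*, *sav*, *mats*, *yki*, *sd*, *vn*, *Krn*, *upd1*, *upd2*, *upd3*, *Socs36E* and *mir-ban* had no peak within 1000 bp of the gene. *spi* had 1, on chromosome 2L from 19575269 to 19575490, with a fold enrichment of 1.66 and rank 866.

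Because the *Dref* peak is shared with *RpL13*, a preference of the peaks for ribosomal protein genes was tested. A single-copy peak lay within 1000 bp of a TSS in 1 of 93 ribosomal protein genes and 358 of 13875 other protein-coding genes (two-sided Fisher's exact test, p = 0.735), so no preference was found.

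The paper's Supplementary file 2 gives its RNA-seq counts for differentially expressed genes in midguts, of which 1999 were read here. The part read lists *lola* but not *Oli*, *ec*, *Dref*, *pdm3* or *SkpA*, and the genes are sorted so that these 5 would fall within it. Only genes past the paper's adjusted p threshold are listed, so absence is not evidence of no change. By real-time PCR, the paper reports higher *pdm3*, *ec*, *Dref* and *SkpA* mRNA in midguts with *lola* RNAi. From the paper's counts, scaled by the median of ratios, *lola* was at 4568 and 4350 in the control samples and 4529 and 4600 in the samples labelled *lola* RNAi, so a lower *lola* level is not seen in these values. The scaling used only listed genes. By real-time PCR, the paper reports lower *lola* mRNA in wing discs that express *lola* RNAi. Whether Lola was depleted in the sequenced midguts cannot be settled from these counts. Of 89 listed genes with a peak within 1000 bp, 33 were higher in the samples labelled *lola* RNAi than in the control, against 879 of 1907 other listed genes, an odds ratio of 0.689 (two-sided Fisher's exact test, p = 0.103). Because *lola* itself was not lower in these values, the odds ratio does not bear on whether Lola represses genes with a peak. The peaks are also from S2 cells and the RNA from midguts, and only genes the paper lists entered. For *wts* RNAi the odds ratio was 0.969 (Fisher's exact test, p = 0.914) and for *yki* overexpression 1.02 (p = 1.0). Genes are not independent replicates.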
